# Bojungikgi-tang improves skin barrier function and immune response in atopic dermatitis mice fed a low aryl hydrocarbon receptor ligand diet

**DOI:** 10.1186/s13020-023-00806-9

**Published:** 2023-08-13

**Authors:** You Mee Ahn, Sarah Shin, Ji-hye Jang, Jeeyoun Jung

**Keywords:** BJIKT, Low-AhR ligand diet, Atopic dermatitis, Skin barrier, Inflammation, Immune response

## Abstract

**Background:**

The aryl hydrocarbon receptor (AhR) is a transcription factor that plays a crucial role in regulating the immune system and maintaining skin barrier function. AhR signaling is pivotal in the pathogenesis of inflammatory diseases such as atopic dermatitis (AD), and the absence of AhR ligands further contributes to the progression or worsening of AD symptoms.

**Methods:**

AD was induced with 2,4-dinitrochlorobenzene (DNCB), and Bojungikgi-tang (BJIKT) was administered orally daily for 10 weeks. Serum IgE, splenocyte IL-4, and IFN-γ levels, skin barrier genes, and AhR target gene expressions were analyzed using RNA-sequencing analysis. Spleen tissues were extracted for fluorescence-activated cell sorting (FACS) analysis to analyze the effect of BJIKT on immune responses. A correlation analysis was conducted to analyze the correlation between immune markers and skin barrier genes and AhR target genes.

**Results:**

BJIKT effectively improved AD symptoms in AD mice fed a low AhR ligand diet by reducing neutrophil and eosinophil counts, lowering IgE levels in the blood, and decreasing IL-4 and IFN-γ levels in the splenocytes. Additionally, BJIKT significantly reduced epithelial skin thickness and transepidermal water loss (TEWL) values and reversed the decreased expression of skin barrier genes. BJIKT also considerably altered the expression of AhR target genes, including Ahr, Ahrr, cytochrome P450 1A1 (CYP1A1), and CYP1B1. Furthermore, AhR target pathway genes were negatively correlated with immune cell subtypes, including CD4 + and CD8 + T cells and macrophages (CD11b + F4/80 +) at the systemic level.

**Conclusions:**

BJIKT can regulate AhR activation and may help reduce inflammation in AD by regulating the expression of skin barrier genes and immune responses.

## Background

The aryl hydrocarbon receptor (AhR) signaling pathway plays a critical role in various physiological processes, including immune responses and skin homeostasis [1]. Activation of AhR, a ligand-dependent transcription factor, triggers a cascade of signaling events, regulating gene expression and cellular functions.

In the skin, AhR activation is vital for maintaining a healthy skin barrier under normal physiological conditions. It controls the expression of key proteins involved in the formation and maintenance of the epidermal barrier, such as filaggrin, involucrin, and loricrin [2–4]. These proteins are essential for the proper formation of the outer keratinized layer of the skin. AhR activation also induces the expression of xenobiotic metabolizing enzymes, including cytochrome P450 (CYP) 1A1 (CYP1A1) and CYP1B1, which contribute to the regulation of barrier function by metabolizing AhR ligands [5]. Moreover, AhR signaling has been demonstrated to suppress the production of pro-inflammatory cytokines, inhibit the abnormal proliferation of keratinocytes, and enhance the expression of proteins crucial for maintaining the integrity and function of the epidermal barrier [6]. Dysregulation or absence of AhR ligands can disrupt these processes, leading to immune dysregulation, increased inflammation, and compromised skin barrier function observed in atopic dermatitis (AD) [7, 8].

Tapinarof, an AhR agonist, has been approved for the treatment of plaque psoriasis and atopic dermatitis [9]. Additionally, compounds such as 6-formylindolo [3,2-b] carbazole (FICZ) and indole-3-aldehyde (IAld) have demonstrated effectiveness in AD treatment via the activation of the AhR-ARNT-FLG axis [10, 11]. Although Bojungikgi-tang (BJIKT), an oriental medicine, has been reported to be effective in treating immune diseases, such as atopy, allergy, and asthma [12–15], its specific mechanism of action on the skin barrier, AhR target signaling, and immune response in AD mice fed a low AhR ligand diet remains poorly understood.

Therefore, our study aimed to investigate the impact of a low AhR ligand diet on impaired skin barrier function and immune regulation in AD mice. Furthermore, we sought to elucidate the potential therapeutic effects and underlying mechanisms of BJIKT. Through a comprehensive analysis of these aspects, our study aimed to provide valuable insights into the effects of BJIKT on the skin barrier, modulation of AhR signaling, and immune response in AD mice subjected to a low AhR ligand diet. This research enhances our comprehension of novel therapeutic strategies for AD and highlights the promising potential of BJIKT as a treatment option.

## Methods

### Preparation of BJIKT water extract and ultra-high performance liquid chromatography-quadrupole time-of-flight mass spectrometry (UHPLC/Q-TOF–MS) analysis

The herbal formula BJIKT is composed of eight herbal medicines: astragalus root (300 g), atractylodes rhizome white (200 g), ginseng (200 g), licorice (200 g), angelica gigas root (100 g), citrus unshiu peel (100 g), bupleurum root (60 g), and cimicifuga rhizome (60 g). The dried herbs, as mentioned earlier, were chopped and mixed, then extracted with distilled water using a crude extraction system (95 ± 5 °C, 3 h). The insoluble particles were removed by passing the extract through a 53 μm mesh strainer. The resulting filtrates were concentrated and evaporated until dry using a freeze-dryer. The final dried BJIKT extracts (0.38 kg, 31.06% yield) were homogenized and stored in an airtight container.

A qualitative analysis of BJIKT was performed using UHPLC (1290 infinity II LC system, Agilent Technologies, Santa Clara, CA, USA) combined with a Q-TOF MS (6546 Q-TOF, Agilent Technologies) system to identify its chemical composition. The dried powder of BJIKT was dissolved in a 50% MeOH solution at a concentration of 0.1 mg/mL. The recovered signal was separated using a Zorbax Extend-C18 column (80 Å, 2.1 × 50 mm, 1.8 µm, Agilent Technologies) on a binary gradient system. The mobile phase consisted of water containing 0.1% (v/v) formic acid (solvent A), and acetonitrile containing 0.1% (v/v) formic acid (solvent B). The flow rate was set to 0.1 mL/min for a total of 30 min of run time, and the injection volume of the BJIKT solution was 2 μL. The linear gradient of UHPLC was as follows: 5% B for 3 min, 5% to 50% B from 3 to 5 min, 50% to 85% B from 5 to 20 min, and then 85% B from 20 to 25 min, and then equilibration for 30 min. The mass spectrometer was operated in the positive ionization mode with a mass range of m/z 50–1700. The MS parameters were set as follows: Gas temperature, 325 °C; drying gas, 5 L/min; nebulizer, 15 psi; fragmentor, 125 V; skimmer, 65 V; and capillary voltage, 3500 V. A narrow isolation window (1.3 Da) was used to acquire the MS/MS data at a collision energy of 20 V. The acquired naked data were processed using MS-Dial software (Ver 4.80, http://prime.psc.riken.jp/), and the chemical constituents of BJIKT were identified based on the retention time, m/z of precursor, and the MS fragment pattern using all publicly available mass spectral databases obtained from RIKEN (http://prime.psc.riken.jp/ Metabolomics_Software/MS-DIAL/).

### Experimental animals

All animal procedures were approved by the Institutional Animal Care and Use Committee of the Korea Institute of Oriental Medicine (approval number: 20–050) and with the NIH Guide for the Care and Use of Laboratory Animals. Three-week-old male C57BL/6N mice were purchased from Saeron Bio Inc. (Gyeonggi-do, Republic of Korea). The mice had an adaptation period of one week in a specific pathogen-free animal facility at a constant room temperature (20–22 °C), humidity (40–60%), and a 12 h–12 h day and night cycle at the Korea Institute of Oriental Medicine. Following the adaptation period, the mice were either fed a normal chow diet or a low AhR ligand diet (ENVIGO [#TD130959]), and a low AhR ligand diet group was provided with AhR ligand-free diet paper bedding (#SSP0001, ALPHA-dri, Shepherd Specialty Papers, Watertown, TN, USA). Mice were fed with the low-AhR ligand diet for 12 weeks. After 2 weeks of a low AhR ligand diet, AD was induced with 2,4-dinitrochlorobenzene (DNCB), and BJIKT (1 g/kg/day in water) was administered by oral gavage daily at the same time. The specific dosage of BJIKT was determined by referring to existing literature, which provided valuable insights into the appropriate concentration for the experimental setup [16–18]. To induce AD, the dorsal skin of mice was treated twice a week with 1% DNCB mixed in a 3:1 acetone/olive oil solution.

### Analysis of neutrophils and eosinophils in mouse whole blood

Hematological analysis was performed on the blood samples collected in EDTA-treated tubes (BD Microtainer^®^ 365974; BD Biosciences, Franklin Lakes, NJ, USA) using capillary tubes (2501, Kimble Chase Life Science, Rockwood, TN USA). We utilized a specialized automated hematology analyzer, the HEMAVET^®^ 950FS (Drew Scientific, Miami Lakes, FL, USA), to measure the number of neutrophils and eosinophils in whole blood samples obtained through cardiac puncture. The HEMAVET^®^ 950FS is specifically designed for veterinary use and is capable of providing a complete blood count (CBC) analysis, including the enumeration of various blood cell types, such as neutrophils and eosinophils. This instrument employs diverse techniques, including impedance and optical measurements, to differentiate and quantify different cell types based on their size, shape, and staining properties. Following the analysis, the HEMAVET^®^ 950FS generates comprehensive results, including the counts of neutrophils and eosinophils [19, 20].

### Measurement of IgE

Blood samples were drawn from the mice, and the plasma was separated by centrifugation (1500×*g*, 20 min, 4 °C) and stored at − 80 °C. Plasma total IgE concentrations were measured using kits (Bethyl Laboratories Inc., Montgomery, TX, USA), according to the manufacturer's instructions.

### Measurement of transepidermal water loss (TEWL)

TEWL, the measurement of the quantity of water that passes from inside an animal's body to the surrounding atmosphere through the epidermal layer (skin) via diffusion and evaporation processes, was measured on the last day of the experiment (12 weeks). TEWL in mouse dorsal skin was measured under specific conditions of 20–22 °C and 45–55% humidity using a skin evaporative water recorder, the Tewameter TM300 (Courage + Khazaka electronic GmbH, Cologne, Germany). Measurements were recorded when the TEWL readings stabilized approximately 30 s after the probe was placed on the skin. Data were analyzed using a microprocessor and expressed in g/m^2^/h.

### Isolation of splenocytes and measurement of cytokines

Splenocytes were isolated as previously described [21]. After incubation for 24 h in a CO_2_ incubator, culture supernatants were assayed for cytokines. Interleukin (IL)-4 and interferon-gamma (IFN-γ) levels were analyzed using the Bio-Plex Pro Mouse Cytokine T helper (Th)1/Th2 Assay Kit (Bio-Rad Laboratories, Hercules, CA, USA).

### Flow cytometry analysis

After the isolation of splenocytes [21], the immune population was investigated using flow cytometry. Flow cytometry was performed as previously described [22]. Briefly, the cells were treated with RBC lysis buffer (BioLegend, San Diego, CA, USA), suspended in a cell-staining buffer (BioLegend), and non-specific staining was blocked using TruStain FcXTM PLUS. Subsequently, the cells were incubated for 30 min at 4  C in the dark with fluorescence-conjugated antibodies (1:100) obtained from BD Biosciences: anti-CD3, anti-CD4, anti-CD8, anti-CD69, anti-T-cell receptor (TCR) γδ, anti-CD11b, anti-F4/80, and anti-GR1. The cells were washed and examined using a BD LSRFortessa^™^ X-20 flow cytometer (BD Biosciences). All flow cytometric data acquired were analyzed with the FlowJo software (Tree Star, Ashland, OR, USA).

### Histological analysis

The dorsal skin tissues were fixed in a 10% neutral buffered formalin (10% NBF, HT501128; Merck, Darmstadt, Hessen, Germany) solution for 24 h. Tissues were fixed in paraffin-embedded Sects. (3–4 μm thick) and attached to slides. Histopathological changes were observed through hematoxylin and eosin (H and E) staining (H and E stain, ab245880; Abcam, Cambridge, UK) under light microscopy (EVOSTM M5000; Thermo Fisher Scientific, Waltham, MA, USA).

### RNA isolation and sequencing analysis

Total RNA was isolated from skin tissue using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Only four skin tissue samples were randomly used for each group, and analysis was requested by EBIOGEN. RNA quality was assessed using an Agilent 2100 bioanalyzer with the RNA 6000 Nano Chip (Agilent Technologies), and RNA quantification was performed using an ND-2000 Spectrophotometer (Thermo Fisher Scientific). The cDNA library was constructed using the QuantSeq 3’ mRNA-Seq Library Prep Kit (Lexogen GmbH, Vienna, Austria) according to the manufacturer’s instructions. High-throughput sequencing was performed as single-end 75 sequencing using a NextSeq 500 (Illumina, Inc., San Diego, CA, USA).

Differential expression and ontologies of genes were identified using Excel-based Differentially Expressed Gene Analysis (ExDEGA) version 4.0.3 (EBIOGEN, Cambridge, MA, USA). Gene classification was based on searches performed using DAVID (http://david.abcc.ncifcrf.gov/) and Medline databases (http://www.ncbi.nlm.nih.gov/).

### Statistical analysis

All experimental data are presented as the mean ± standard error of the mean (SEM) and were analyzed using one-way analysis of variance (ANOVA) followed by Tukey's multiple comparison tests. Statistical significance between the groups was set at p < 0.05. Data visualization was performed using GraphPad Prism (version 9.0; GraphPad Prism Software, La Jolla, CA, USA).

## Results

### Chemical components in BJIKT

The major chemical constituents of BJIKT were determined based on UHPLC Q-TOF MS analysis according to their relative retention time, m/z of the precursor, and MS/MS fragments. A total of 1293 naked features were detected, and 149 metabolites were putatively matched with the reference peaks of the primary and secondary metabolites. We identified 18 major compounds, including astragaloside IV, atractylenolide III, atractyloside A, decursinol angelate, ferulic acid, ginsenoside Rb1, ginsenoside Rg1, ginsenoside Rg3, glycyrrhizic acid, hesperetin, hesperidin, liquiritigenin, liquiritin, apioside, narirutin, nodakenin, saikosaponin A, and saikosaponin B3, which were derived from each BJIKT extract. To standardize the BJIKT extract, we quantified the major components present in it, including decursinol angelate, hesperidin, nodakenin, liquiritigenin, atractyloside A, and saikosaponin A. The respective contents of these components were determined as follows: decursinol angelate (3.40 ± 0.00 mg/g), hesperidin (7.48 ± 0.01 mg/g), nodakenin (3.78 ± 0.12 mg/g), liquiritigenin (0.05 ± 0.04 mg/g), atractyloside A (0.06 ± 0.00 mg/g), and saikosaponin A (0.78 ± 0.02 mg/g) (Fig. 1).

**Fig. 1:**
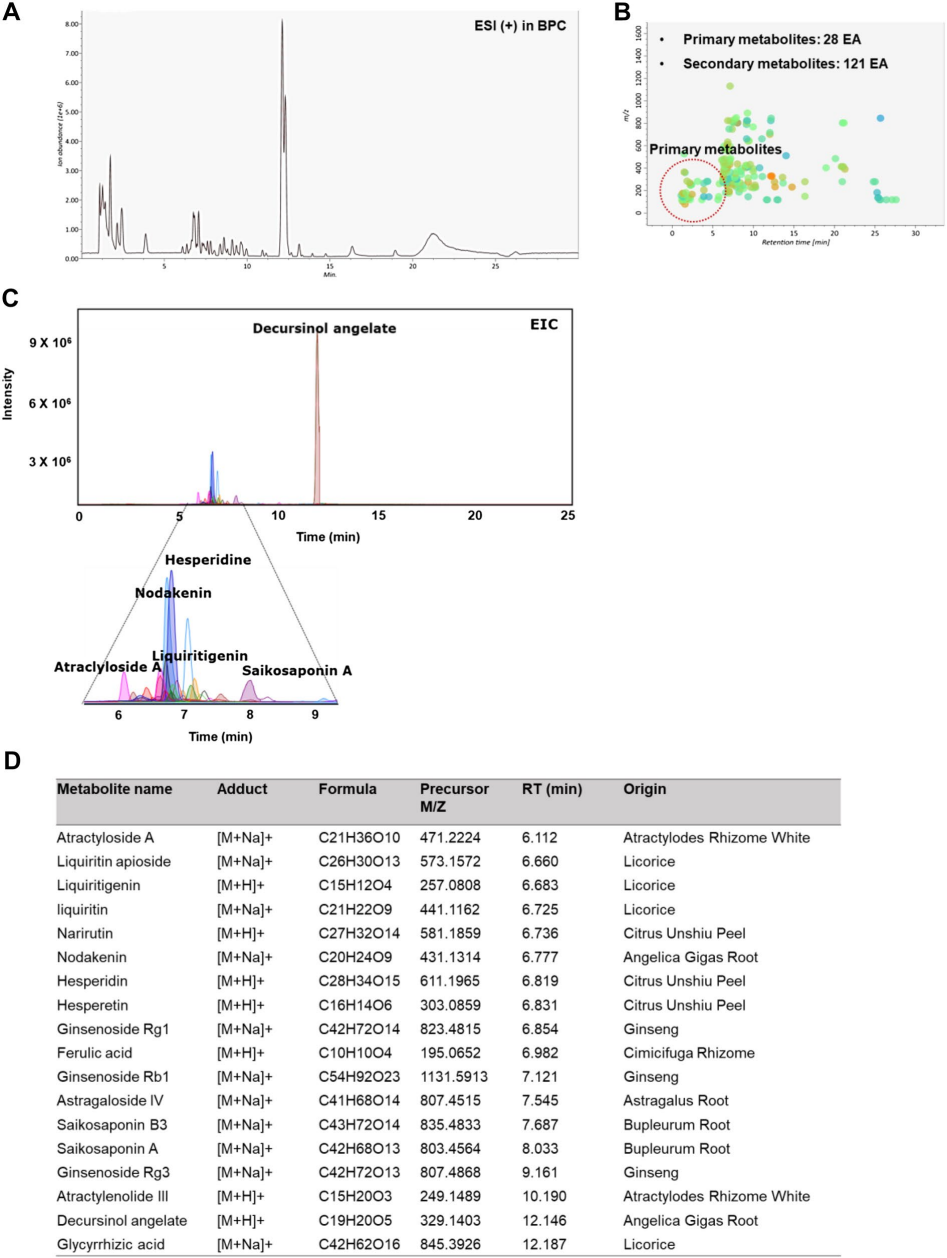
Chemical profiling of Bojungikgi-tang (BJIKT). **A** Base peak chromatograms (BPC); **B** A peak spot graph representing identified metabolites; **C** Extracted ion chromatograms (EIC) of six major constituents in BJIKT; **D** List of major chemical constituents in BJIKT

### Effects of BJIKT on DNCB-induced AD symptoms in AD mice fed a low AhR ligand diet

To investigate the effects of BJIKT on AD-like symptoms in AD mice fed a low AhR ligand diet, C57BL/6 mice were first sensitized with multiple applications of DNCB on their dorsal skin and then treated daily with BJIKT for 10 weeks (Fig. 2A). As a result of checking the final body weight, there was no significant difference between each group (Fig. 2B).

**Fig. 2:**
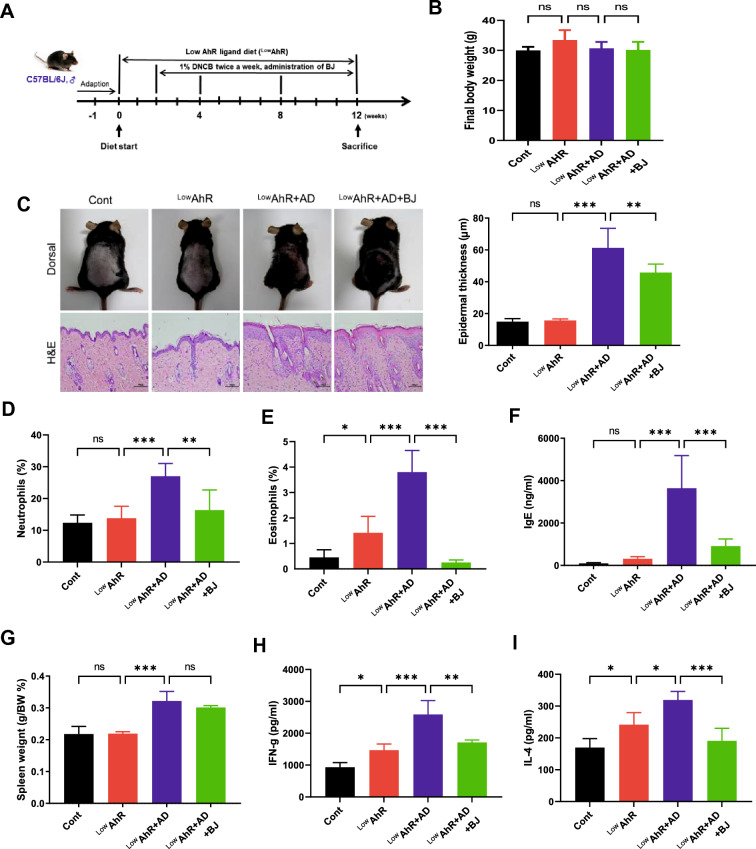
Effects of BJIKT on 2,4-dinitrochlorobenzene (DNCB)-induced atopic dermatitis (AD) symptoms in AD mice fed a low AhR ligand diet. **A** Timeline for AD mice fed a low AhR ligand diet and treatment with BJIKT; **B** Final body weight was scored 10 weeks after AD induction; **C** Evaluation of the total dorsal skin and epithelial thickness by histological analysis; measurement of the levels of **D** neutrophils and (**E**) eosinophils by CBC analysis; **F** IgE plasma levels; **G** spleen weight; and the levels of **H** interferon-gamma (IFN)-γ and **I** interleukin (IL)-4 in splenocytes. Number of experiments conducted for group comparisons: Cont, n = 6; ^Low^AhR, n = 6; ^Low^AhR + AD, n = 7; and ^Low^AhR + AD + BJ, n = 6. The values are expressed as the means ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001 according to a one-way ANOVA followed by Tukey’s multiple comparisons

Repeated application of DNCB to mouse dorsal skin induced skin hypersensitivity reactions, such as erythema, hemorrhage, and scarring or dryness (Fig. 2C). Compared to the ^Low^AhR group, the ^Low^AhR + AD group (p < 0.001) showed significantly increased epidermal thickness due to epidermal keratinocyte hyperplasia, whereas the ^Low^AhR + AD + BJ group (p < 0.01) showed significantly decreased epidermal thickness compared to the ^Low^AhR + AD group **(**Fig. 2C**)**. Among the several subtypes of WBC, neutrophils (p < 0.001) and eosinophils (p < 0.001) showed that BJIKT suppressed the ^Low^AhR + AD-induced increases in the numbers of each cell type to similar extents (Fig. 2D, E).

Additionally, IgE levels were significantly higher in the ^Low^AhR + AD group (p < 0.001), whereas the ^Low^AhR group did not show statistical significance compared to the control group. However, IgE levels in the ^Low^AhR + AD + BJ group (p < 0.001) were considerably lower than those in the ^Low^AhR + AD group (Fig. 2F). Similarly, the substantially increased spleen weight in ^Low^AhR + AD mice (p < 0.001) slightly decreased in response to treatment with BJIKT treatment; however, the difference was not significant (Fig. 2G).

In the culture supernatant of splenocytes, the ^Low^AhR and ^Low^AhR + AD groups showed a considerable increase in IL-4 (p < 0.05, ^Low^AhR; p < 0.05, ^Low^AhR + AD) and IFN-γ (p < 0.05, ^Low^AhR; p < 0.001, ^Low^AhR + AD) levels compared to the control group (Fig. 2H, I). However, the ^Low^AhR + AD + BJ group showed a significant decrease in IL-4 (p < 0.001) and IFN-γ (p < 0.01) levels compared to the ^Low^AhR + AD group. These findings demonstrate that BJIKT attenuates AD-like symptoms in AD mice fed a low AhR ligand diet.

### Effects of BJIKT on skin barrier dysfunction in AD mice fed a low AhR ligand diet

To evaluate the effect of BJIKT on skin barrier dysfunction, we measured the TEWL. In general, TEWL is significantly increased and skin hydration is decreased in AD compared to that in healthy individuals [23]. In this study, TEWL values significantly increased in the ^Low^AhR (p < 0.001) and ^Low^AhR + AD (p < 0.05) groups compared to those in the control group. In contrast, administration of BJIKT (p < 0.001) significantly decreased the TEWL value compared to that in the control group (Fig. 3A).

**Fig. 3:**
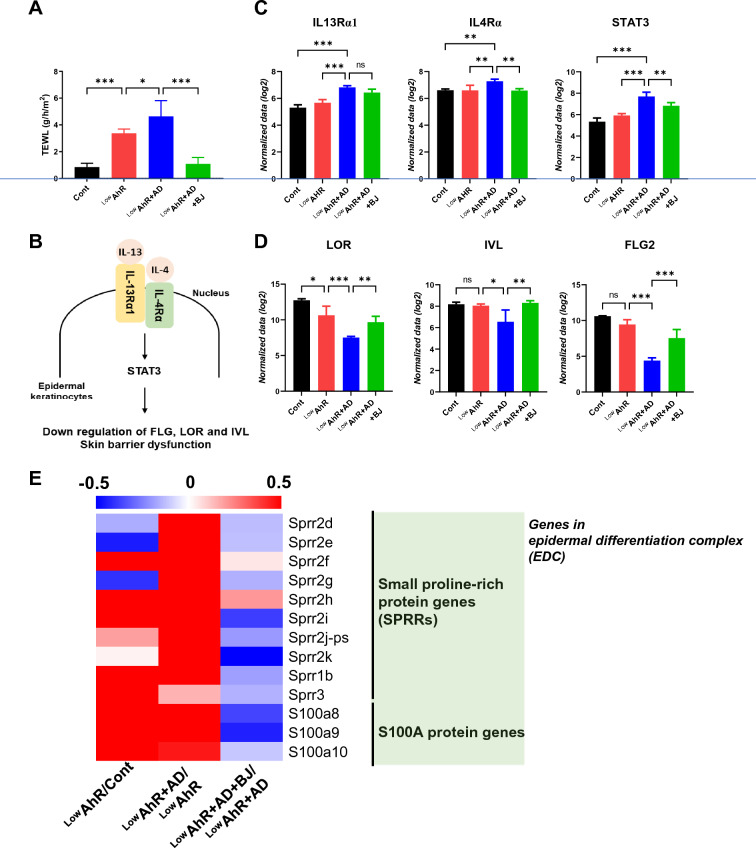
Effects of BJIKT on skin barrier dysfunction in AD mice fed a low AhR ligand diet. **A** Measurement of transepidermal water loss (TEWL) was performed at the end of the experiments after sensitization using TM300; RNA-seq analysis of the expression levels of the differentially expressed genes **B** Activation of the IL‐13/4‐STAT3 axis inhibits the expression of FLG and LOR (downregulation of barrier); **C** IL4Rα, IL13Rα1, STAT3 in the skin; **D** loricrin (LOR), involucrin (IVL), and filaggrin (FLG2) in the skin; **E** A representative heatmap of the RNA-seq analysis of skin tissues. Number of experiments conducted for group comparisons: Cont, n = 4; ^Low^AhR, n = 4; ^Low^AhR + AD, n = 4; and ^Low^AhR + AD + BJ, n = 4. The values are expressed as the means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 according to a one-way ANOVA followed by Tukey’s multiple comparisons

The investigation employed RNA-sequence analysis of skin samples to delve into the underlying mechanisms pertaining to skin immune response, inflammation, and skin barrier function, as illustrated in Fig. 3B. 

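Total RNA from the dorsal skin of 4 mice in each of the 4 groups was made into 1 library per mouse with QuantSeq, a protocol that reads a short stretch of each messenger RNA next to its poly(A) tail, so that a transcript gives about 1 fragment whatever its length. LowAhR mice had eaten the low AhR ligand diet for 12 weeks. LowAhR+AD mice had in addition been treated with 1% DNCB, a hapten that causes contact dermatitis, for 10 weeks, and LowAhR+AD+BJ mice had also received BJIKT at 1 g/kg per day. The authors deposited whole-number read counts for each gene symbol, without normalization. The text of the paper names the program used for differential expression, and a test of group means with its threshold for all experiments, but no aligner, counter, genome build or normalization. Between 7080508 and 8051425 reads per library were counted on genes in the Cont group (median 7645025) and between 7436315 and 8773876 in the LowAhR group (median 7966448). The totals were 11336051 to 13467477 in the LowAhR+AD group (median 12408200) and 10614393 to 12999055 in the LowAhR+AD+BJ group (median 10975938). Both groups treated with DNCB therefore had higher totals than both other groups, without overlap. At these totals a count of 0 allows a level of up to 0.229 to 0.406 CPM (the count scaled to the same total in every library), depending on the library. Such limits cover counting error only, because the text of the paper mentions no molecular identifiers that would separate molecules from PCR copies. In LowAhR+AD replicate 1, 37.4% of the genes for which the other replicates predicted 20 to 40 counts had no count, against at most 13.7% in every other library. Counts were normalized with edgeR's TMM method, and 14854 of the 23282 rows passed edgeR's filter on low counts. All 16 libraries entered 1 quasi-likelihood model, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. Beside it, log2 CPM was compared between groups by a two-sided exact permutation test, whose smallest possible p with 4 libraries against 4 is 0.0286. In 19 places, neighbouring rows held identical counts in all 16 libraries. Overlapping genes, near-identical copies or repeated rows of 1 gene could each give this, and which of them did was not tested.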

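Il4ra and Il13ra1 encode alpha chains of the receptors for IL-4 and IL-13, and Stat3 encodes a transcription factor. Il4ra had 114 ± 60.5 CPM (SD, n = 4) in the LowAhR+AD group, 54.1 ± 12.7 CPM in the LowAhR group and 44.1 ± 11.1 CPM in the Cont group. Its log2 fold change in LowAhR+AD against LowAhR was 1.07 (standard error 0.33, adjusted p = 0.0382 from edgeR), and 3 of the 4 LowAhR+AD libraries lay above all LowAhR libraries (exact permutation p = 0.0571). Against Cont, the log2 fold change of Il4ra was 1.36 (adjusted p = 0.00687 from edgeR), and the groups did not overlap. Among the alternatives that kept all libraries of these groups, limma voom moved the log2 fold change against LowAhR most, to 0.94 with an adjusted p of 0.0699, and over these alternatives the adjusted p ranged from 0.0190 to 0.107. Of the 8 fits that left out 1 library, 5 had an adjusted p above the threshold, and without LowAhR+AD replicate 4 the log2 fold change of Il4ra was 0.68 (adjusted p = 0.161 from edgeR). Il13ra1 changed by 0.48 in LowAhR+AD against LowAhR (standard error 0.32, adjusted p = 0.343 from edgeR). Of the LowAhR+AD libraries, 3 lay above all LowAhR libraries in Il13ra1 and replicate 1 lay under all of them, so that the difference was smaller than the spread (exact permutation p = 0.543). Without that library the log2 fold change of Il13ra1 was 0.76 against LowAhR and 0.96 against Cont (adjusted p = 0.0368 and 0.00531 from edgeR). With it, the change against Cont was 0.68 (adjusted p = 0.139 from edgeR). Stat3 changed by 0.57 (standard error 0.25, adjusted p = 0.149 from edgeR) against LowAhR, and by 0.89 (adjusted p = 0.0199 from edgeR) without LowAhR replicate 4. With 1 library left out, the adjusted p from edgeR ranged from 0.0368 to 0.665 for Il13ra1 and from 0.0199 to 0.352 for Stat3 against LowAhR. All 4 LowAhR+AD libraries lay above all Cont libraries in Stat3 (exact permutation p = 0.0286), but its log2 fold change of 0.48 had an adjusted p of 0.200 from edgeR. Adjusted over the list alone, 1 of these 3 genes, Il4ra, passed in LowAhR+AD against LowAhR. The text of the paper does not say how the list was chosen. If it was chosen on these samples, this is not independent evidence.

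**Figure D1:**
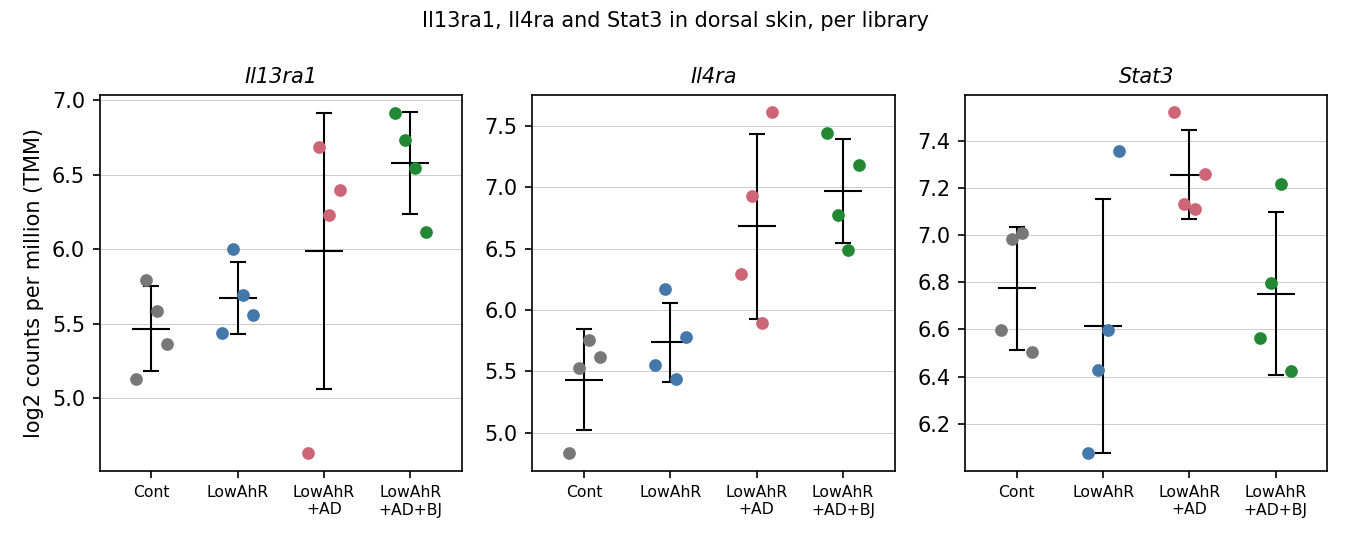
Il13ra1, Il4ra and Stat3 in dorsal skin. Each point is 1 library, the vertical axis is log2 CPM after TMM normalization, and the horizontal line and bars are the mean ± SD of the 4 libraries of a group. Il4ra averaged 6.68 in LowAhR+AD and 5.74 in LowAhR.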

The analysis revealed that in the ^Low^AhR + AD group, the IL-4Rα/IL-13Rα1 and STAT3 pathways were activated. Activation of these pathways can lead to the downregulation of key genes involved in skin barrier function, namely FLG (Filaggrin), LOR (Loricrin), and IVL (Involucrin). This downregulation of skin barrier genes can compromise the integrity of the skin barrier and potentially contribute to immune responses and skin inflammation [24]. However, administration of BJIKT appeared to inhibit the expression of IL-4Rα/IL-13Rα1 and STAT3 (Fig. 3C), indicating its potential to alleviate immune responses and skin inflammation.

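After BJIKT, Stat3 had 110.0 ± 27.8 CPM (SD, n = 4) against 154 ± 21.1 CPM in the LowAhR+AD group, a log2 fold change of -0.48 (standard error 0.25, adjusted p = 0.555 from edgeR). Of the 4 LowAhR+AD+BJ libraries, 3 lay under every LowAhR+AD library in Stat3 (exact permutation p = 0.0857). Il13ra1 had 97.4 ± 21.8 CPM after BJIKT against 71.7 ± 33.5 CPM without it, a log2 fold change of 0.44 (standard error 0.32, adjusted p = 0.666 from edgeR). The log2 fold change of Il13ra1 was 0.15 to 0.67 over the fits that left out 1 library. Il4ra had 129 ± 37.3 CPM, a log2 fold change of 0.18 (standard error 0.32, adjusted p = 0.882 from edgeR). The exact permutation p-values of Il13ra1 and Il4ra were 0.286 and 0.514, so neither test separated the groups in any of the 3 genes. For Stat3, the difference in mean log2 CPM, -0.51, was larger than the SD pooled over both groups, 0.28. A fall of Stat3 was therefore neither shown nor excluded. Il4ra changed direction in 1 of the fits: without LowAhR+AD replicate 3 its log2 fold change was -0.029.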

Furthermore, a significant upregulation of epidermal barrier homeostasis genes (LOR, IVL, and FLG2) was observed following BJIKT treatment (p < 0.01, LOR; p < 0.01, IVL; p < 0.001, FLG2; Fig. 3D). These genes, which were downregulated in the ^Low^AhR and ^Low^AhR + AD groups, play critical roles in maintaining the skin's barrier function. 

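Between LowAhR+AD+BJ and LowAhR+AD, Lor, Ivl and Flg2 did not differ by more than the spread between mice. Lor had 866 ± 608 CPM (SD, n = 4) after BJIKT and 1090.1 ± 1379 CPM in the LowAhR+AD group, a log2 fold change of -0.33 (standard error 0.69, adjusted p = 0.904 from edgeR). Single libraries ranged from 158 to 1521 CPM after BJIKT and from 222 to 3132 CPM without it (exact permutation p = 0.943). The highest LowAhR+AD library was replicate 3, and without it the log2 fold change of Lor was 1.08 (adjusted p = 0.455 from edgeR). It was 0.016 without LowAhR+AD+BJ replicate 1 and 0.060 with limma voom in place of edgeR, while the adjusted p of Lor stayed at 0.898 or more over the alternatives that kept all libraries of these groups. Ivl had 299.7 ± 96.7 CPM against 190.1 ± 118 CPM, a log2 fold change of 0.66 (standard error 0.43, adjusted p = 0.636 from edgeR). The log2 fold change of Ivl was 0.30 to 1.03 over the fits that left out 1 library. The groups overlapped in Ivl (exact permutation p = 0.257), and LowAhR+AD replicate 1 had the lowest level, 33.8 CPM. Flg2 had 239.7 ± 254 CPM against 157 ± 225 CPM, a log2 fold change of 0.61 (standard error 0.79, adjusted p = 0.833 from edgeR). Flg2 reached 608 CPM in LowAhR+AD+BJ replicate 3 and 492 CPM in LowAhR+AD replicate 3 (exact permutation p = 0.457). Its log2 fold change was -0.44 without the first of these libraries and 2.39 without the other. Of the 3 genes, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05.

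**Figure D2:**
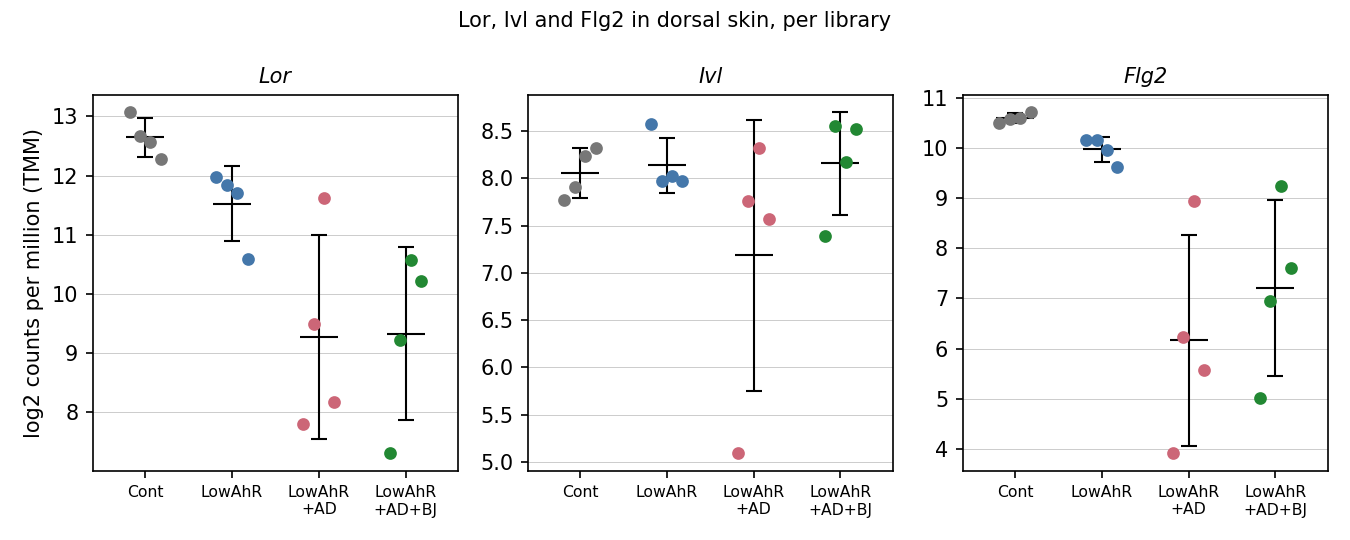
Lor, Ivl and Flg2 in dorsal skin. Each point is 1 library, the vertical axis is log2 CPM after TMM normalization, and the horizontal line and bars are the mean ± SD of the 4 libraries of a group. Flg2 averaged 10.59 in Cont, 9.97 in LowAhR, 6.16 in LowAhR+AD and 7.21 in LowAhR+AD+BJ, with an SD of 2.09 in LowAhR+AD.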

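Lor had 6528 ± 1538 CPM (SD, n = 4) in the Cont group and 3132 ± 1102 CPM in the LowAhR group. All 4 LowAhR libraries lay under all Cont libraries (exact permutation p = 0.0286), but the log2 fold change of -1.06 had a standard error of 0.70 and an adjusted p of 0.548 from edgeR. Flg2 had 1546 ± 97.1 CPM in Cont and 1013 ± 168 CPM in LowAhR, also without overlap, and a log2 fold change of -0.61 (adjusted p = 0.803 from edgeR). Over the alternatives that kept all libraries of these groups, the adjusted p of Lor from edgeR, limma or DESeq2 was 0.0672 to 0.572. That of Flg2, from edgeR or limma, was 0.0902 to 0.807. Ivl was at 269 ± 47.9 CPM in Cont and 286 ± 64.0 CPM in LowAhR, a log2 fold change of 0.087 (standard error 0.43) that was not larger than the spread (exact permutation p = 0.714). It was -0.082 without LowAhR replicate 1 and -0.0071 without Cont replicate 1. From LowAhR to LowAhR+AD, Flg2 fell by 2.69 on the log2 scale (standard error 0.84, adjusted p = 0.0426 from edgeR) without overlap between the groups. In 6 of the 8 fits that left out 1 library the adjusted p of Flg2 was above the threshold, at most 0.106 (without LowAhR+AD replicate 2), and in a model of only the 8 libraries of these groups it was 0.0934, the highest of the alternatives that kept all libraries of these groups, which began at 0.00490. Lor fell by 1.52 (standard error 0.70, adjusted p = 0.164 from edgeR), with 3 LowAhR+AD libraries under all LowAhR libraries (exact permutation p = 0.0571). Without LowAhR+AD replicate 3, the highest of its group in Lor, the log2 fold change was -2.93 (adjusted p = 0.00568 from edgeR). With limma voom it was -2.26 (adjusted p = 0.0378), and over the alternatives that kept all libraries of the groups compared the adjusted p ranged from 0.0378 to 0.250. Ivl fell by 0.59 (adjusted p = 0.394 from edgeR). Against Cont, the log2 fold changes in LowAhR+AD were -2.58 for Lor, -3.30 for Flg2 and -0.50 for Ivl (adjusted p = 0.0170, 0.0110 and 0.443 from edgeR), and the adjusted p of Lor was 0.0515 without LowAhR+AD replicate 2.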

Notably, many barrier-related molecules expressed in the granular layer are genetically mapped to the epidermal differentiation complex (EDC), including FLG, FLG2, LOR, and IVL. Additionally, the EDC encompasses clustered gene families such as the S100A protein genes (S100As) and small proline-rich protein genes (SPRRs). 

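The deposited count tables list genes by symbol without coordinates, and the text of the paper names no genome build, so no positions are given. The order of the rows keeps the genes of the epidermal differentiation complex together, in 60 rows from S100a8 to S100a10. Counted from S100a8, S100a9 is row 2, Lor is row 7, Sprr1b is row 22, Sprr3 is row 23, Ivl is row 26, Flg2 is row 54 and S100a10 is row 60. The RefSeq annotation of the mouse assembly GRCm38.p6 lists these genes in the same order. Of the rows of the cluster, 51 had enough counts to be tested. Of these, 15 were higher and 1 was lower in LowAhR+AD than in LowAhR at an adjusted p under 0.05 from edgeR, and in LowAhR+AD against Cont 24 were higher and 3 lower.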

Significant upregulation of SPRRs and S100As was observed in the ^Low^AhR and ^Low^AhR + AD groups, and treatment with BJIKT suppressed these increasing expression trends **(**Fig. 3E**)**. These results indicate that BJIKT improves skin barrier dysfunction by regulating EDC gene expression in AD mice fed a low AhR ligand diet.

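Of the genes in the heat map of Fig. 3E, 7 of 10 SPRR genes and all 3 S100A genes had enough counts to be tested. From LowAhR to LowAhR+AD, S100a8 rose from 30.6 ± 9.21 to 597 ± 517 CPM (SD, n = 4), a log2 fold change of 4.29 (standard error 0.69, adjusted p = 0.00107 from edgeR). S100a9 rose from 24.9 ± 11.9 to 559.8 ± 478 CPM and Sprr1b from 14.8 ± 4.31 to 297 ± 174 CPM, with log2 fold changes of 4.49 and 4.33 (adjusted p = 7.73e-04 and 1.48e-04 from edgeR). Every LowAhR+AD library lay above every LowAhR library in S100a8, S100a9 and Sprr1b. S100a10 did not rise, with a log2 fold change of -0.17 (adjusted p = 0.654 from edgeR). The tested SPRR genes were all higher, by a median of 4.74 on the log2 scale. Sprr1b and Sprr2g separated the groups, but Sprr2d, Sprr2e, Sprr2f, Sprr2h and Sprr2i overlapped (exact permutation p = 0.114 to 0.286). Sprr2d, Sprr2e and Sprr2f had a count of 0 in LowAhR+AD replicate 1. Over all tested genes, 6 of the tested SPRR genes had an adjusted p under the threshold, and 7 when adjusted over the list alone, which the study chose on these samples. The Sprr2 genes are close copies of each other, so the value of any single member is uncertain. In LowAhR against Cont, 0 SPRR and 0 S100A genes passed over all tested genes, while 3 and 2 had an unadjusted p under 0.05. Adjusted over the list alone, 2 and 2 passed. Every LowAhR library lay above every Cont library in S100a8 (log2 fold change 2.13, adjusted p = 0.129 from edgeR) and in S100a10 (log2 fold change 0.75, adjusted p = 0.124). The same held for Sprr2h (log2 fold change 3.12, adjusted p = 0.101 from edgeR) and for Sprr2i (at least 5.53-fold higher, adjusted p = 0.0846), which passed with DESeq2 (adjusted p = 0.0313 and 0.00790). The log2 fold change of Sprr2h was 1.89 without LowAhR replicate 4, which had 49.2 CPM against 6.27 to 9.20 in the other LowAhR libraries. With only the 8 libraries of these groups in the model, the adjusted p was 0.0373 for S100a8 and 0.0384 for S100a10, and over the alternatives that kept all libraries of the groups compared it ranged from 0.0373 to 0.595 and from 0.0315 to 0.187. S100a9 changed by 0.38 (adjusted p = 0.845 from edgeR), and by -6.3e-04 without LowAhR replicate 1.
After BJIKT, 0 SPRR and 0 S100A genes of the heat map passed over all tested genes, and 0 had an unadjusted p under 0.05. S100a8 had 928 ± 381 CPM, a log2 fold change of 0.64 against LowAhR+AD, and S100a9 had 973 ± 497 CPM, a log2 fold change of 0.80 (adjusted p = 0.765 and 0.682 from edgeR). Among the SPRR genes, 5 were higher and 2 lower, with log2 fold changes from -0.66 to 0.40. Their median was 0.19, and it was -0.20 without LowAhR+AD replicate 1 and -0.21 without LowAhR+AD+BJ replicate 2. The median of the S100A genes was 0.64, with all 3 higher, and it was 0.24 without LowAhR+AD replicate 1 and 1.32 without LowAhR+AD replicate 2. As sets against all other genes, camera gave the SPRR and S100A genes adjusted p-values of 0.273 and 0.0440, the latter upward, in LowAhR against Cont. Fry, which tests the genes of a set without the others, gave 0.661 and 0.186 there. Camera gave these sets 0.0133 and 0.0440 from LowAhR to LowAhR+AD, and 0.0440 and 0.0395, also upward, after BJIKT. With fry, which uses the correlation between the genes, these last 4 values were 0.126, 0.0609, 0.316 and 0.126.

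**Figure D3:**
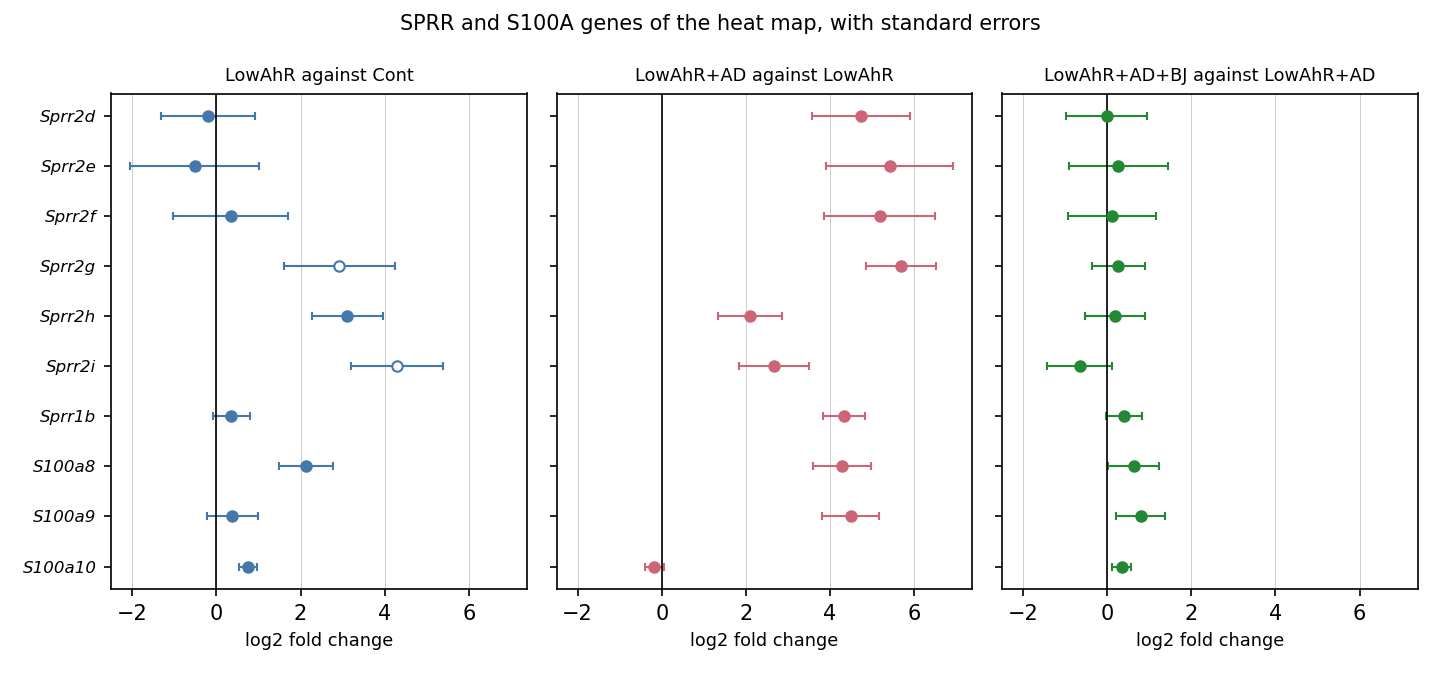
Log2 fold changes of the tested SPRR and S100A genes of Fig. 3E in 3 comparisons, with their standard errors. Open circles mark genes of which one group had at most 3 counts in every library, where the fitted value depends on the prior count. From LowAhR to LowAhR+AD, S100a9 lies at 4.49 and S100a10 at -0.17.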

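Over all 14854 tested genes, 1876 differed between LowAhR+AD and LowAhR at an adjusted p under the threshold (edgeR), 953 of them higher and 923 lower, and 1435 by at least 2-fold. Between LowAhR+AD and Cont 3233 genes differed, 1827 of them higher. Between LowAhR+AD+BJ and LowAhR+AD 0 genes passed, with a lowest adjusted p of 0.193 from edgeR, while 1405 genes had an unadjusted p under 0.05. Between LowAhR and Cont 0 genes passed as well, with a lowest adjusted p of 0.0629 from edgeR and 2031 genes at an unadjusted p under 0.05. The alternative that moved the count for LowAhR+AD against LowAhR most was a model of only the 8 libraries of these groups, with 765 genes, and that model gave 250 genes for LowAhR against Cont. With DESeq2 the counts were 2673 and 491 in these comparisons and 17 for LowAhR+AD+BJ against LowAhR+AD. Leaving out LowAhR replicate 2 gave 1128 genes for LowAhR+AD against LowAhR and 159 for LowAhR against Cont. In 2 sets of counts simulated from these libraries, the edgeR test recovered 75.6% and 75.6% of the genes changed by at least 4-fold and 21.5% and 11.6% of the genes changed 2-fold. The changed genes were drawn only from genes above a minimum expected count, so recovery of genes with few counts was not measured. No simulated library lost genes as LowAhR+AD replicate 1 did.
Among the genes outside the marker lists with an adjusted p under the threshold, a mean of at least 10 CPM in one of the groups and no overlap between the groups, Cxcl5, Il24 and Sh2d5 had the highest fitted log2 fold changes from LowAhR to LowAhR+AD. These values depend on the prior count of the fit, since each had at most 1 count in every LowAhR library. Their group means were at least 152-fold, 46.0-fold and 59.8-fold higher than the limit of 3 counts in the LowAhR libraries. These bounds depend on the highest libraries. Single LowAhR+AD libraries ranged from 12.1 to 126 CPM in Cxcl5, 1.32 to 40.8 CPM in Il24 and 4.82 to 62.8 CPM in Sh2d5. Mucl1, Dab1 and Apol7a had the lowest fitted log2 fold changes, also with few or no counts in LowAhR+AD, Mucl1 with an at least 87.6-fold lower level, Dab1 with a log2 fold change of -6.99 (standard error 1.47) and Apol7a with -6.71 (standard error 0.86). Without LowAhR+AD replicate 3, the only library of its group with counts of Dab1 or Apol7a, these were -10.53 and -9.81, values set by the prior count. With limma voom, the adjusted p was 0.157 for Cxcl5 and 0.0780 for Il24, against 0.00352 and 0.00433 with edgeR, and each was the highest over that gene's alternatives. Within the tested genes of the epidermal differentiation complex, 0 were higher and 0 lower in LowAhR+AD+BJ against LowAhR+AD at an adjusted p under the threshold.
The change from LowAhR to LowAhR+AD was then compared across genes with the change from LowAhR+AD to LowAhR+AD+BJ. The LowAhR+AD libraries were divided so that none entered both changes, and Spearman's rho across genes averaged -0.189 over the 6 divisions (-0.291 to -0.147), against -0.0168 to 0.0120 in 100 simulations of unchanged groups. Genes are not independent replicates, and 5 of the 70 ways to exchange the LowAhR+AD and LowAhR+AD+BJ libraries gave a rho as low, a share of 0.0714. Without LowAhR+AD replicate 1 the rho was -0.115, and -0.100 without LowAhR+AD+BJ replicate 3. From the results of its section on the skin barrier, water loss through the skin and the expression of barrier genes among them, the paper concludes that BJIKT improves skin barrier dysfunction by regulating genes of the epidermal differentiation complex.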

### BJIKT upregulates AhR target genes in AD mice fed a low AhR ligand diet

We evaluated the expression of AhR target genes (Ahr, Ahrr, CYP1A1, and CYP1B1) to determine whether the effect of BJIKT on the skin barrier function of AD mice fed a low AhR ligand diet was mediated by the regulation of AhR signaling using RNA-seq analysis (Fig. 4A–D). Compared to the control group, AhR expression was significantly downregulated in the ^Low^AhR + AD group and decreased in the ^Low^AhR group. However, it was significantly upregulated in the ^Low^AhR + AD + BJ group. Moreover, the expressions of AhR target genes (Ahrr, CYP1A1, and CYP1B1) were downregulated in ^Low^AhR and ^Low^AhR + AD groups but were strongly upregulated in the ^Low^AhR + AD + BJ group. 

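Ahr had 47.5 ± 4.35 CPM (SD, n = 4) in the Cont group, 28.3 ± 5.36 CPM in the LowAhR group and 14.3 ± 6.91 CPM in the LowAhR+AD group. Its log2 fold change in LowAhR+AD against Cont was -1.73 (standard error 0.38, adjusted p = 0.00356 from edgeR), and with each library left out in turn it stayed between -1.92 and -1.44, with an adjusted p of at most 0.0103 from edgeR. In LowAhR against Cont it was -0.75 (standard error 0.37, adjusted p = 0.383 from edgeR), with every LowAhR library under every Cont library (exact permutation p = 0.0286). Between LowAhR+AD and LowAhR it was -0.98 (standard error 0.37, adjusted p = 0.0888 from edgeR), also without overlap. LowAhR+AD replicate 1 had the lowest level of Ahr, 4.43 CPM from 58 counts, against 14.8 to 19.8 CPM in the other replicates.

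**Figure D4:**
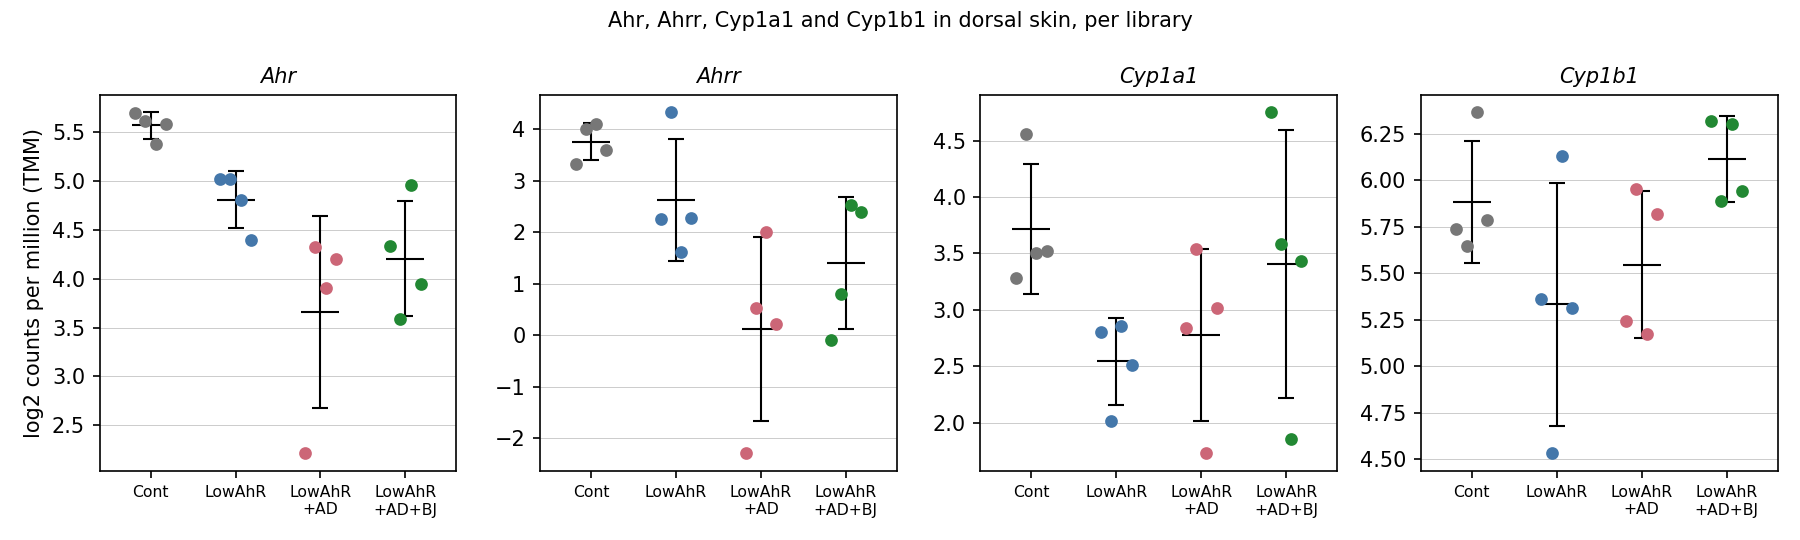
Ahr, Ahrr, Cyp1a1 and Cyp1b1 in dorsal skin. Each point is 1 library, the vertical axis is log2 CPM after TMM normalization, and the horizontal line and bars are the mean ± SD of the 4 libraries of a group. Ahr averaged 5.57 in Cont, 4.81 in LowAhR, 3.66 in LowAhR+AD and 4.21 in LowAhR+AD+BJ.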

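In the LowAhR+AD+BJ group Ahr had 19.5 ± 8.31 CPM (SD, n = 4), a log2 fold change of 0.45 against LowAhR+AD (standard error 0.37, adjusted p = 0.722 from edgeR). Of the 4 libraries, 2 lay above all LowAhR+AD libraries, and the lowest, replicate 2 with 11.8 CPM, lay among them. The difference was not larger than the spread between mice (exact permutation p = 0.40). The log2 fold change of Ahr was 0.13 without LowAhR+AD+BJ replicate 3 and 0.14 without LowAhR+AD replicate 1.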

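Ahrr had 13.6 ± 3.35 CPM (SD, n = 4) in Cont, 8.02 ± 8.01 CPM in LowAhR and 1.5 ± 1.63 CPM in LowAhR+AD. Its log2 fold change in LowAhR+AD against Cont was -3.17 (standard error 0.94, adjusted p = 0.0217 from edgeR) without overlap between the groups. The adjusted p was 0.0559 without LowAhR+AD replicate 2 and 0.0602 without replicate 4, in a range from 0.00961 over the fits that left out 1 library. From LowAhR to LowAhR+AD the log2 fold change of Ahrr was -2.41 (standard error 0.91, adjusted p = 0.0904 from edgeR). The adjusted p was 0.0258 with DESeq2, within a range over the alternatives that kept all libraries of the groups compared of 0.0258 to 0.222, and 0.0326 without LowAhR+AD replicate 3. Without LowAhR replicate 2, which had the highest level of its group, the log2 fold change was -1.42. LowAhR+AD replicate 1 had no Ahrr count and the other libraries of its group had 12 to 49. In LowAhR against Cont, Ahrr changed by -0.76 (standard error 0.86, adjusted p = 0.765 from edgeR), with 3 LowAhR libraries under all Cont libraries and replicate 2 above them, and by -1.75 without that library. Cyp1a1 fell from 13.8 ± 6.43 CPM in Cont to 5.78 ± 1.46 CPM in LowAhR, a log2 fold change of -1.26 (standard error 0.54, adjusted p = 0.301 from edgeR), with no overlap between the groups. From LowAhR to LowAhR+AD, Cyp1a1 changed by 0.34 and Cyp1b1 by 0.14 (adjusted p = 0.723 and 0.795 from edgeR), and Cyp1b1 by -0.065 without LowAhR replicate 2. Cyp1b1 changed by -0.47 from Cont to LowAhR (exact permutation p = 0.229). Against Cont, the log2 fold changes in LowAhR+AD were -0.91 for Cyp1a1 and -0.33 for Cyp1b1 (exact permutation p = 0.114 and 0.286).
After BJIKT, Ahrr, Cyp1a1 and Cyp1b1 were higher on average than in LowAhR+AD, and neither test separated the groups in any of them. Ahrr had 3.23 ± 2.45 CPM, a log2 fold change of 1.1 (standard error 0.89, adjusted p = 0.717 from edgeR), which ranged from 0.67 without LowAhR+AD+BJ replicate 3 to 2.13 without LowAhR+AD replicate 3 over the fits that left out 1 library. Cyp1a1 had 13.1 ± 9.79 CPM against 7.33 ± 3.41 CPM, a log2 fold change of 0.84 (standard error 0.53, adjusted p = 0.617 from edgeR), with single libraries from 3.42 to 26.7 CPM. The log2 fold change of Cyp1a1 was 0.23 to 1.16 over the fits that left out 1 library. Cyp1b1 had 69.7 ± 11.0 CPM against 47.8 ± 13.0 CPM, a log2 fold change of 0.54 (standard error 0.29, adjusted p = 0.556 from edgeR), with 2 of the 4 libraries above all LowAhR+AD libraries. The exact permutation p-values of these 3 genes after BJIKT were 0.286, 0.343 and 0.0857.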

The heatmap of the RNA-seq data showed similar trends in the expression of the CYP gene family between the groups (Fig. 4E). 

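Of the 11 CYP genes in the heat map, 8 had enough counts to be tested. All 8 had a lower fitted level in LowAhR than in Cont and a lower one again in LowAhR+AD, and all 8 had a higher one after BJIKT. Cyp2f2 had 583 ± 189 CPM (SD, n = 4) in Cont, 236 ± 151 CPM in LowAhR, 25.8 ± 14.6 CPM in LowAhR+AD and 68.2 ± 38.1 CPM in LowAhR+AD+BJ. Its log2 fold change was -1.31 in LowAhR against Cont and -3.19 in LowAhR+AD against LowAhR (adjusted p = 0.281 and 0.00248 from edgeR). Between LowAhR+AD+BJ and LowAhR+AD it was 1.40 (adjusted p = 0.500 from edgeR), and all 4 LowAhR+AD+BJ libraries lay above all LowAhR+AD libraries (exact permutation p = 0.0286). Cyp27a1 fell by 1.79 on the log2 scale in LowAhR+AD against LowAhR (standard error 0.31, adjusted p = 0.00188 from edgeR) and rose by 0.70 after BJIKT (standard error 0.31, adjusted p = 0.507 from edgeR). This rise was 0.25 to 0.89 over the fits that left out 1 library. Cyp2r1 had no count in any LowAhR+AD library and 11 to 85 counts in the LowAhR+AD+BJ libraries, whose mean is at least 12.6-fold higher than the limit of 3 counts. That mean was 2.99 CPM, with 7.76 CPM in the highest library and 0.856 CPM in the lowest, so the bound depends strongly on 1 library. The adjusted p of Cyp2r1 after BJIKT was 0.304 with edgeR and 4.40e-04 with DESeq2, in a range over the alternatives that kept all libraries of the groups compared up to 0.693.

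**Figure D5:**
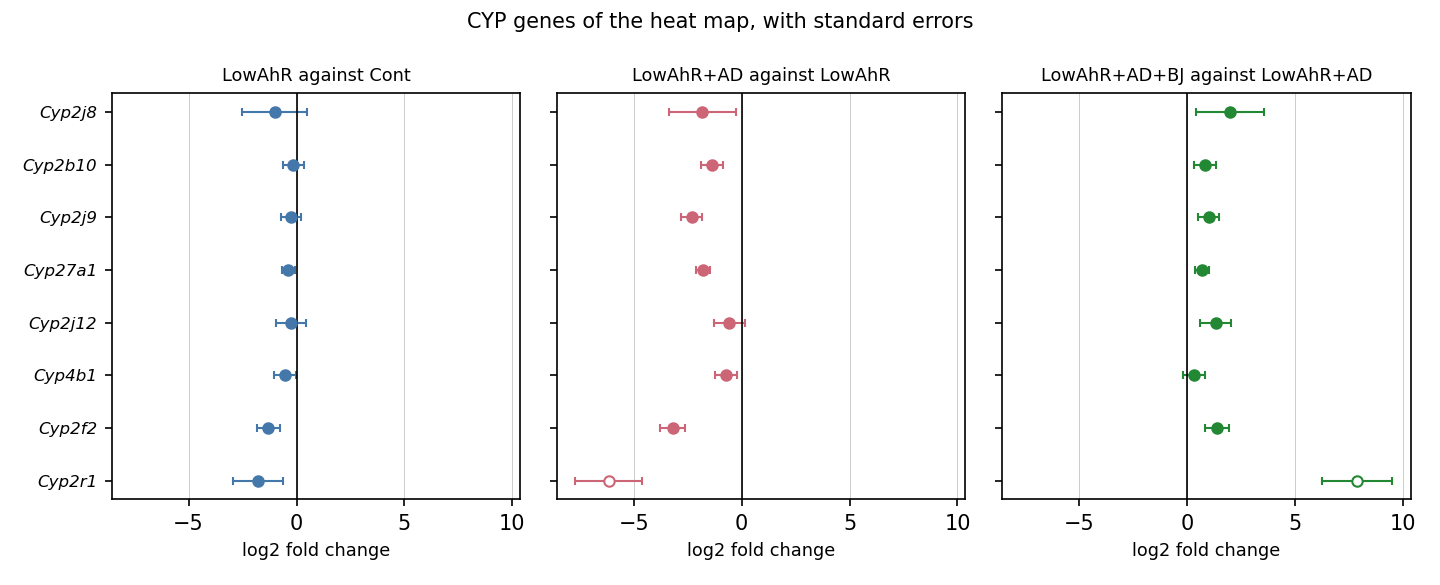
Log2 fold changes of the tested CYP genes of Fig. 4E in 3 comparisons, with their standard errors. Open circles mark genes of which one group had at most 3 counts in every library, where the fitted value depends on the prior count. Cyp2f2 lies at -1.31, -3.19 and 1.40 in LowAhR against Cont, LowAhR+AD against LowAhR and LowAhR+AD+BJ against LowAhR+AD.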

The expression of CYP genes tended to be downregulated in the ^Low^AhR and ^Low^AhR + AD groups, whereas it was upregulated in the BJIKT-treated ^Low^AhR + AD group, but not significantly. 

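The median log2 fold change of the 8 tested heat map genes was -0.45 in LowAhR against Cont, -1.81 in LowAhR+AD against LowAhR and 1.17 in LowAhR+AD+BJ against LowAhR+AD. As a set against all other genes, they had adjusted p-values of 0.0108, 6.25e-04 and 3.11e-04 from camera in these comparisons. Fry, which tests the genes of the set without the others, gave adjusted p-values of 0.110, 0.00295 and 0.00920. Gene by gene, 0, 4 and 0 of them passed over all tested genes (edgeR), while 1, 5 and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 0, 5 and 1 passed. As the study chose these genes on the same samples, their tests are not independent evidence. Of all 98 CYP genes outside the CYP1 family, which include the heat map genes, 33 were tested. Their median log2 fold change was -0.38, -0.72 and 0.21 in the same comparisons, with adjusted p-values of 0.00134, 0.0395 and 0.0411 from camera and of 0.0106, 0.00418 and 0.0214 from fry. In LowAhR 25 of these genes were lower than in Cont, in LowAhR+AD 22 were lower than in LowAhR, and after BJIKT 21 were higher. Without a filter on low counts the medians in the first and the last of these comparisons were -0.024 and 0. Of the 12 set tests of the gene families of Fig. 3E and Fig. 4E, 11 passed with camera. The 5 that also passed with fry were those of all CYP genes in the 3 comparisons and of the heat map genes in LowAhR+AD against LowAhR and in LowAhR+AD+BJ against LowAhR+AD.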

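The change after BJIKT was compared between Cyp1a1 and Cyp1b1 on one side and the 33 tested CYP genes outside the CYP1 family on the other, using the mean log2 CPM of each set in each library. From LowAhR+AD to LowAhR+AD+BJ, the mean of the CYP1 genes changed by 0.60 (n = 4 against 4, two-sided exact permutation p = 0.229) and the mean of the other CYP genes by 0.45 (exact permutation p = 0.0286), or by 0.27 without LowAhR+AD replicate 1 (exact permutation p = 0.0571). The difference between these changes was 0.15, which was not larger than the spread between mice (exact permutation p = 0.743). It was -0.16 without LowAhR+AD replicate 3 and -0.093 without LowAhR+AD+BJ replicate 1.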

Particularly, BJIKT more specifically regulates the CYP1 gene family in AhR signaling, rather than all CYP genes. In addition, we identified the AhR ligand indole-3-carboxaldehyde as the major constituent in BJIKT (Fig. 4F). These results indicate that BJIKT contains an AhR ligand and regulates AhR signaling by upregulating AhR target genes in AD.

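Among Ahr, Ahrr, Cyp1a1 and Cyp1b1, 2 genes, Ahr and Ahrr, passed in LowAhR+AD against Cont over all tested genes (edgeR). Between LowAhR+AD and LowAhR 0 passed over all tested genes and 2 when adjusted over the list alone, where 2 had an unadjusted p under 0.05. From LowAhR+AD to LowAhR+AD+BJ all 4 had a positive log2 fold change, between 0.45 and 1.1. Of them 0 passed over all tested genes, and 0 when adjusted over the list alone, with a lowest adjusted p of 0.240, and 0 had an unadjusted p under 0.05. From the expression of these genes after BJIKT, together with an AhR ligand that it identified in BJIKT, the paper concludes that BJIKT regulates AhR signaling by raising the expression of AhR target genes.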

**Fig. 4:**
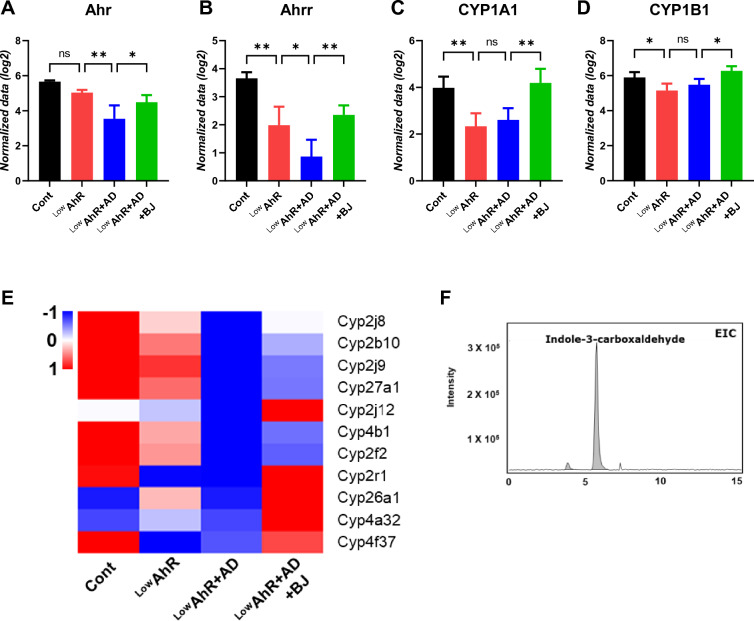
Upregulation of AhR target genes by BJIKT in AD mice fed a low AhR ligand diet. RNA-seq analysis of the relative expression of AhR target genes (**A**) Ahr, (**B**) Ahrr, (**C**) CYP1A1, and (**D**) CYP1B1 in the skin. (**E**) A representative heatmap of the differentially expressed Cytochrome P450 family genes in the skin. **F** TheeExtracted ion chromatograms (EIC) of indole-3-carboxaldehyde as an AhR ligand in BJIKT-treated cells. Number of experiments conducted for group comparisons: Cont, n = 4; ^Low^AhR, n = 4; ^Low^AhR + AD, n = 4; and ^Low^AhR + AD + BJ, n = 4. The values are expressed as mean ± SEM. *p < 0.05, **p < 0.01, according to a one-way ANOVA followed by Tukey’s multiple comparisons

### The effects of BJIKT in spleen immune cells in AD mice fed a low AhR ligand diet

We analyzed alteration in immune cell infiltration in the spleen using FACS (Fig. 5A–C). The absolute numbers of CD4 + /CD69 + and CD4 + /γδT + cells showed a significant increase in the ^Low^AhR and ^Low^AhR + AD groups, whereas the ^Low^AhR + AD + BJ group showed a significant decrease in the absolute number (CD4 + /CD69 + , p < 0.05 and CD4 + /γδT + , p < 0.001). However, there was no difference in the absolute number of CD4 + /CD3 + cells among groups. Similarly, the absolute numbers of CD8 + /CD69 + and CD8 + / γδT + significantly increased in the ^Low^AhR and ^Low^AhR + AD groups, whereas they were significantly decreased in the group receiving BJIKT group compared to those in the ^Low^AhR + AD group (CD8 + /CD69 + , p < 0.01; CD8 + /γδT + , p < 0.001). Compared to the ^Low^AhR group, the absolute number of CD8 + /CD3 + cells were significantly decreased in the ^Low^AhR + AD group and significantly increased by treatment with BJIKT (p < 0.05). These results suggest that γδT cells, despite being generally considered immunosuppressive, may exhibit unique functional properties that are augmented by a low AhR ligand diet and DNCB stimulation [25]. However, further experiments are needed to investigate the exact mechanisms underlying this observation.

**Fig. 5:**
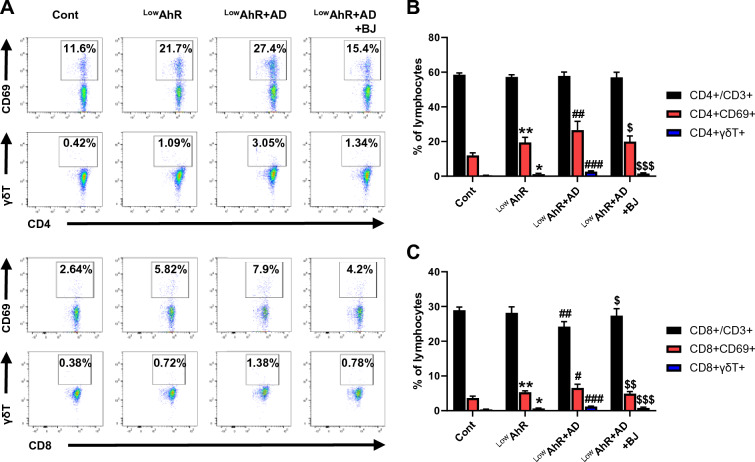
The effects of BJIKT on CD4 + and CD8 + T cell populations in AD mice fed a low AhR ligand diet. Fluorescence-activated cell sorting of CD4 and CD8 T cell populations in the spleen. **A** Gating strategy for identification of CD4 + /CD3 + , CD4 + /CD69 + , CD4 + /γδT + , CD8 + /CD3 + , CD8 + /CD69 + , and CD8 + /γδT + in splenocytes; percentage of **B** CD4 + T cells (CD4 + /CD3 + , CD4 + /CD69 + , CD4 + /γδT +) and **C** CD8 + T cells (CD8 + /CD3 + , CD8 + /CD69 + , CD8 + /γδT +) in splenocytes. Number of experiments conducted for group comparisons: Cont, n = 6; ^Low^AhR, n = 6; ^Low^AhR + AD, n = 7; and ^Low^AhR + AD + BJ, n = 6. The values are expressed as the means ± SEM. *p < 0.05, **p < 0.01 vs Cont; #p < 0.05, ##p < 0.01, ###p < 0.001 vs. ^Low^AhR; $p < 0.05, $$p < 0.01, $$$p < 0.001 vs. ^Low^AhR + AD. Only these two groups were compared and the significance was marked

The percentages of myeloid-derived suppressor cells (MDSCs; CD11b + Gr1 +) and macrophages (CD11b + F4/80) were significantly increased in the ^Low^AhR and ^Low^AhR + AD groups compared to the control group but significantly decreased in the ^Low^AhR + AD + BJ group compared to the ^Low^AhR + AD group (Fig. 6B, C). These findings indicate that BJIKT may also affect immune responses by suppressing several immune cell subtypes. We acknowledge the lack of significant difference in spleen weight despite changes in immune cell populations and propose possible explanations, including alterations in cell distribution, the balance of immune cell types, and the activation rather than proliferation of immune cells [26, 27], which should be further investigated.

**Fig. 6:**
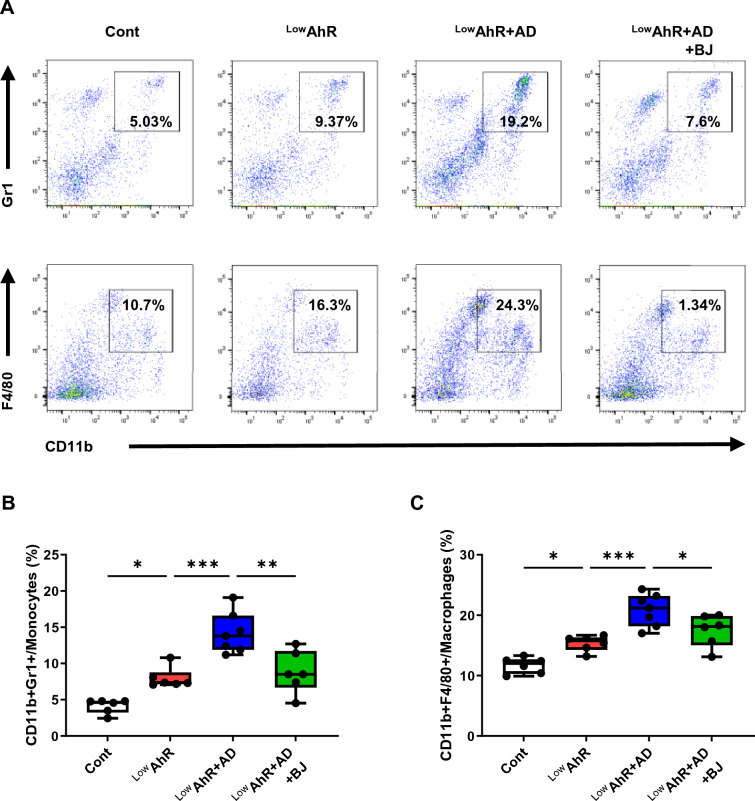
The effects of BJIKT on myeloid-derived suppressor cells (MDSCs) and macrophage cells in AD mice fed a low AhR ligand diet. Fluorescence-activated cell sorting of MDSCs (CD11b + Gr1 +) and macrophage (CD11b + F4/80 +) populations in the spleen. **A** Density plots showing gating strategies for MDSCs (CD11b + Gr1 +) and macrophage (CD11b + F4/80 +) cells; they show differences in percentages of **B** CD11b + Gr1 + and **C** CD11b + F4/80 + cells. Number of experiments conducted for group comparisons: Cont, n = 6; ^Low^AhR, n = 6; ^Low^AhR + AD, n = 7; and ^Low^AhR + AD + BJ, n = 6. The values are expressed as the means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, according to a one-way ANOVA followed by Tukey’s multiple comparisons

### BJIKT-induced alterations in immune markers are correlated with the expression levels of skin barrier-related and AhR target genes

A correlation analysis was conducted to analyze the correlation between immune markers and skin barrier genes (LOR, IVL, and FLG2) and AhR target genes (Ahr, Ahrr, and CYP1A1). Figure 7 shows that the levels of immune markers associated with barrier genes (LOR, IVL, and FLG2) and AhR target genes (Ahr, Ahrr, and CYP1A1) were negatively correlated with immune cell subtypes. However, CYP1B1 expression was not significantly associated with immune marker expression. These results indicate that the immune response induced by BJIKT may alter the expression of the skin barrier and AhR target genes.

**Fig. 7:**
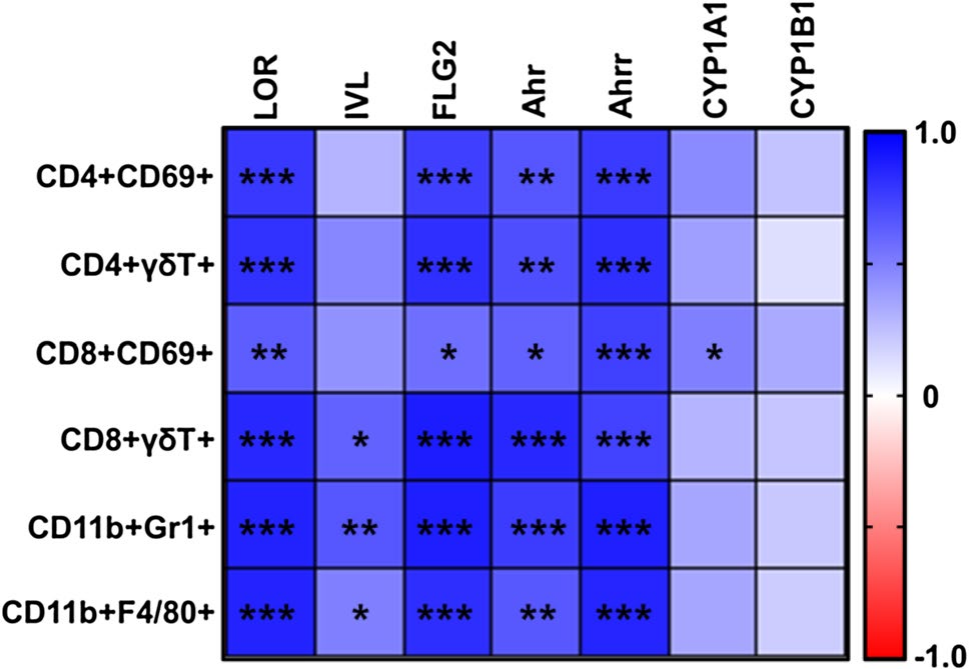
Correlation analysis between alterations in immune markers and skin barrier and AhR target gene expression levels after BJIKT administration. The heatmap shows the correlations between immune markers and barrier genes (LOR, IVL, and FLG2) and AhR target genes (Ahr, Ahrr, CYP1A1, and CYP1B1) levels in the skin. Pearson’s r values were determined using GraphPad Prism 9. The red color indicates a negative correlation. Correlation is significant at the *p < 0.05, **p < 0.01, ***p < 0.001 level

## Discussion

The role of AhR, a ligand-activated transcription factor involved in immune regulation and inflammation, is closely linked to chronic inflammatory skin diseases like AD and psoriasis [28]. We aimed to investigate the effects of the herb BJIKT in AD mice fed a diet low in AhR ligands, and to understand how AhR signaling influences AD development. It is important to note that our research has limitations, including the lack of direct comparisons between AD mice fed a normal diet and a low AhR ligand diet, as well as the absence of comparisons with positive control drugs or clinical drugs used for AD treatment. Future studies will aim to address these limitations to better evaluate the efficacy and limitations of BJIKT as a therapeutic agent for AD, thereby enhancing the interpretation and application of our findings in the field.

The results of the study demonstrated that BJIKT effectively improved AD symptoms by addressing multiple aspects of the condition. It reduced skin thickness, levels of blood neutrophils and eosinophils, IgE levels, and certain cytokines associated with immune response (IFN-γ and IL-4) in splenocytes. Additionally, BJIKT enhanced skin barrier function by reducing transepidermal water loss (TEWL) and modulating the expression of genes associated with skin barrier function and AhR signaling, particularly those related to the IL-4Rα/IL-13Rα1 and STAT3 pathways (Fig. 3C). These effects resulted in attenuated immune responses and inflammation [24].

Many protein products of epidermal differentiation encoded by EDC genes are differentially affected in AD and psoriasis via the AhR pathway [29]. So, we confirmed the expression of genes involved in the epidermal differentiation complex (EDC), such as SPRRs and S100As, in the skin. They found that these genes were significantly upregulated in the LowAhR and LowAhR + AD groups, but down-regulated in the BJIKT-treated LowAhR + AD group. Moreover, the study revealed that a low AhR ligand diet decreased the expression of genes in the canonical pathway of AhR signaling, including CYP1A1, CYP1B1, and Ahrr. However, BJIKT treatment was able to regulate the expression of AhR target genes in the canonical pathway and alleviate AD symptoms. These findings supported previous research emphasizing the role of AhR signaling in regulating genes involved in the EDC, which are crucial for skin barrier function and inflammation [30].

AhR plays a major role in several immune cell populations, such as lymphokine-activated killer cells, cytotoxic T cells, natural killer cells, B lymphocytes, T lymphocytes, and macrophages [31–34]. However, most studies have focused on immune modulation in the skin and intestine, and studies on the systemic immune system are rare. The study revealed that AD mice fed a low AhR ligand diet had higher levels of splenic immune cells in CD4 + and CD8 + T cells, macrophages, and MDSCs compared to the control group. These high immune cell levels were reduced by administration of BJIKT. Furthermore, the levels of immune cells negatively correlated with the expression levels of genes related to the skin barrier and AhR signaling, suggesting a connection between low AhR ligand diet, immune response aggravation, and AD. While we acknowledge the limitation of not directly assessing immune cells in the skin, we gained insights into the involvement of AhR signaling in the skin immune response by exploring the expression of AhR and its downstream signaling molecules in skin tissue through RNA-seq data.

The study also highlighted the importance of AhR ligands in maintaining skin barrier integrity. Previous studies have shown that coal tar, an AhR ligand, can repair the skin barrier in AD through regulation of the AhR pathway [35, 36]. Similarly, we found that BJIKT contains an AhR ligand called indole-3-carboxaldehyde, which exhibited protective roles against AD and exerted anti-inflammatory effects through AhR-CYP1A1 signaling in AD mice fed a low ligand diet.

However, the components of BJIKT, such as hesperidin [37], nodakenin [38], and liquiritigenin [39], have been shown to be effective against AD through mechanisms other than AhR signaling, such as suppressing Th17 activity or T cell activation. Therefore, the effect of BJIKT on AD may not be solely attributed to the regulation of the AhR signaling pathway. Further studies are needed to explore the combined effects of the AhR ligand and the components of BJIKT, as well as the previously reported effects of BJIKT components on the AhR signaling pathway, to gain a more precise understanding of the underlying mechanisms.

Nevertheless, the findings of this study highlight the molecular biological mechanism of AD under low AhR ligand diet conditions. The findings provided insights into the development of therapeutic agents for AD and laid a foundation for future research exploring the use of various AhR ligands in the treatment of this condition.

## Conclusions

The findings of this study present compelling evidence that BJIKT, as a treatment agent, demonstrated protective effects against AD induced by DNCB in mice fed a low AhR ligand diet. These results are particularly intriguing because BJIKT not only contributed to maintaining a healthy skin environment but also exerted its effects by modulating the immune response through alterations in the AhR pathway.

## Data Availability

The raw sequence and processed data were deposited in the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/ [accessed on 8 March 2023]) with accession number GSE226916. The data presented in this study are available on request from the corresponding author.

## Abbreviations

AhR: Aryl hydrocarbon receptor
AD: Atopic dermatitis
ANOVA: Analysis of variance
BJIKT: Bojungikgi-tang
CBC: Complete blood count
CYP1A1: Cytochrome P450 1A1
CYP1B1: Cytochrome P450 1B1
DNCB: 2,4-Dinitrochlorobenzene
EDC: Epidermal differentiation complex
ExDEGA: Excel-based differentially expressed gene analysis
FACS: Fluorescence-activated cell sorting
FICZ: 6-Formylindolo[3,2-b] carbazole
FLG: Filaggrin
H&E: Hematoxylin and eosin
IAld: Indole-3-aldehyde
IFN-γ: Interferon-gamma
IL: Interleukin
IVL: Involucrin
LOR: Loricrin
MDSCs: Myeloid-derived suppressor cells
SEM: Standard error of the mean
SPRRs: Small proline-rich protein genes
TCR: T-cell receptor
TEWL: Transepidermal water loss

How the deposited data were processed for this re-analysis (not part of the article)

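RNA from the dorsal skin of 16 mice was sequenced, with 4 mice in each of the Cont, LowAhR, LowAhR+AD and LowAhR+AD+BJ groups and 1 library per mouse. Group and replicate of each library were taken from the sample labels and the group names of the paper. The authors deposited a table of raw counts per gene symbol for each library. To make these counts, they prepared QuantSeq libraries from total RNA and sequenced them from a single end on a NextSeq instrument. The text of the paper names ExDEGA for differential expression, and its statistics section names a test of group means with its threshold for all experiments. It names no aligner, counter, genome build, treatment of reads that map to several genes, normalization or filter.

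Each table had 23282 rows with 23238 symbols, of which 35 were listed in several rows. 0 rows named no gene. The RefSeq gene table of GRCm38.p6 matched 22024 of the symbols, and 23132 with older symbols included, and was used only for names and for the order of genes. Library totals ranged from 7080508 to 13467477 counts, with a median of 9694134. The ribosomal transcript Rn45s took 0.783% to 8.48% of the counts of a library. Replicates of a group were compared by a chi-square test of their counts over genes. The chi-square per degree of freedom was 16.1 to 287 over all pairs of replicates, far above the sampling noise, so each library counted as 1 replicate.

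Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which kept 14854 rows with 99.9% to 99.9% of the counts. TMM factors ranged from 0.892 to 1.16. The quasi-likelihood test (glmQLFit and glmQLFTest) was run with all libraries in one model, for LowAhR against Cont, LowAhR+AD against LowAhR, LowAhR+AD against Cont and LowAhR+AD+BJ against LowAhR+AD. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes. Levels are CPM, and log2 CPM was computed with a prior count of 2. A count of 0 was read as allowing up to 3 counts, and a fold against a group at or under that limit is given as a lower bound. Single values were compared between groups by two-sided exact permutation tests of log2 CPM.

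Genes were named by a rule: every gene that the paper names or plots from these data, and, for each of LowAhR against Cont, LowAhR+AD against LowAhR and LowAhR+AD+BJ against LowAhR+AD, the 3 largest rises and the 3 largest falls among genes with an adjusted p under the threshold, a mean of at least 10 CPM in one of the groups and no overlap between the groups. Genes of the marker lists were named only as members of their list. The sets were the SPRR and S100A genes of Fig. 3E, the CYP genes of Fig. 4E and all CYP genes outside the CYP1 family. Camera (inter-gene correlation 0.01) compared each set with all other genes, and fry tested the set alone, both from limma 3.58.1. With each of them, p-values were adjusted over the 12 set tests. The change from LowAhR to LowAhR+AD was correlated across genes with the change from LowAhR+AD to LowAhR+AD+BJ, with the LowAhR+AD libraries divided in 6 ways so that none entered both changes, and beside it in 100 simulations of unchanged groups. The difference between the CYP1 genes and the other CYP genes was tested by an exact permutation test on the mean log2 CPM of each set.

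The edgeR, DESeq2 and limma tests were first run on 2 sets of counts simulated from the means and totals of the real libraries. Each held 200 changed genes, among 14459 and 14464, drawn only from genes above a minimum expected count. Of the genes called there, 2.52% and 5.31% with edgeR, 17.1% and 23.5% with DESeq2 and 3.57% and 5.94% with limma voom had not been changed.

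The comparisons, the model, the rule for named genes, the marker lists and most alternatives were set before the data were examined. The alternatives were RLE and upper-quartile factors, DESeq2 1.42.0 with its own size factors, limma voom, no filter on low counts, at least 10 counts in every library, a model of only the 8 libraries compared, the replicate number as a block, a minimum change of 2-fold, library sizes without the marker genes of muscle, hair follicle and fat, fry in place of camera, and each library left out in turn. For the correlation they were shared LowAhR+AD libraries, the strict filter and Pearson's r. Marker lists were written for hair follicle, skeletal muscle, adipocyte, sebaceous gland, activated keratinocyte, cell cycle, cornified envelope, neutrophil, T cell, macrophage, type 2 immunity, other AhR targets and sex-linked genes. The mean log2 CPM of each list was compared between groups by an exact permutation test, adjusted over all lists and comparisons. GC content and transcript length were taken from the reference transcripts for 96.2% of the tested genes. No coordinates are given, because the build behind the counts is not named. Flg was not analysed here.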

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

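The tests of a mislabelled library, of hair follicle content, of GC content and length, of a smaller share of muscle and fat, of zero counts over all libraries and of separation among several lists were chosen only after the result was seen. Among 175 groups of 4 values, 14 had a library far from the other 3, where chance gives about 8.75. Of these, 5 were in LowAhR+AD replicate 1.

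In LowAhR+AD replicate 1 the log2 CPM was 2.21 for Cyp2b10 (others 5.31 to 5.72), -2.30 for Cyp2j12, which had no count there (others 3.43 to 4.42), and 2.23 for Cyp2f2 (others 4.82 to 5.16). Cyp27a1 was higher there, at 4.17 (others 3.47 to 3.58), and the mean of the hair follicle list was 4.60 (others 7.66 to 8.13). A mislabelled sample is argued against, since the library had a mean Spearman rho across genes of 0.850 with the other LowAhR+AD libraries and 0.824 with LowAhR+AD+BJ, but at most 0.779 with an untreated group. Less hair follicle in the skin piece is argued against as the whole cause, because 10 of the 12 other marker lists lay under the range of the other 3 libraries, where chance gives 3 and less hair follicle alone would leave them in place or raise them. GC content and transcript length are argued against as the whole cause. The deviation of the library followed GC content with a rho of 0.140, and most of the gap remained after the fitted trend with both was removed, which left a rho with GC content of 0.0908. The mean rho with the other LowAhR+AD libraries was then 0.857 (0.850 before), under the lowest rho among those libraries, 0.942. A candidate explanation is that few molecules entered this library: 37.4% of the genes with 20 to 40 expected counts had none, and the rest were read more often, at 1.80 times their expected count. The means of abundant lists stay open, since few molecules alone would leave them near those of the other libraries. The macrophage list, for example, was at 3.52 against 6.15 to 6.89. Whether the state of this mouse's skin also differed was not tested.

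The other single libraries far from their group were spread over the groups. Sprr2d was at -2.30 in Cont replicate 1 (others 2.17 to 2.49) and Sprr2h at -2.30 in Cont replicate 2 (others 1.48 to 1.68), both from a count of 0. Cyp27a1 was at 5.48 in Cont replicate 1 (others 5.93 to 6.00), Cyp2r1 at 0.58 in Cont replicate 2 (others 1.97) and the T cell list at 0.15 in Cont replicate 1 (others 1.63 to 1.84). Ivl was at 8.58 in LowAhR replicate 1 (others 7.97 to 8.03) and the list of other AhR targets at 3.03 in LowAhR replicate 3 (others 3.69 to 3.74). In LowAhR+AD+BJ replicate 3, Sprr1b was at 7.31 (others 8.80 to 8.91) and the total was 12999055 counts (others 10614393 to 11016181). Reads of Sprr2d and Sprr2h can be shared with their close copies, and this was not separated. Zeros of genes at low levels could come from few molecules in more libraries than the one named above. In 9 libraries, the genes with 20 to 40 expected counts were at 0 more often than at 1 to 4 counts, and the median over libraries of observed over expected counts in these genes was 1.1. No biological explanation was tested for these libraries.

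In LowAhR against Cont, a comparison in which 0 genes passed, the marker lists of adipocytes and macrophages were higher without overlap, by 1.34 and 0.82 in mean log2 CPM (exact permutation p = 0.0286 each, 10 and 9 genes tested). Adjusted over all lists and comparisons, the exact permutation p of each was 0.124. Every list without overlap had this same adjusted value, because the smallest possible p is 0.0286, so it does not rank the differences. The macrophage difference was 0.53 without Cont replicate 1. The cornified envelope list was also higher, by 0.41. These 3 of the 13 lists separated the groups, and 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, separated as many. The other splits separated at most 2, and the mean over the splits was 0.371. Adipoq rose from 213 to 825 CPM, Fabp4 from 1683 to 4595 CPM and Lyz2 from 38.1 to 108 CPM. More fat in the skin pieces of LowAhR mice and a higher expression in the same fat cannot be told apart from these libraries, since the pieces come from different mice and the text of the paper gives no tissue content of the pieces. The diet stays among the open explanations, untested.

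From Cont to LowAhR+AD, the hair follicle list rose by 7.08, the activated keratinocyte list by 4.10 and the cell cycle list by 1.27 in mean log2 CPM, each without overlap (exact permutation p = 0.0286, 0.124 adjusted over all lists and comparisons). This adjusted value was the lowest that any list reached, whatever the size of its change. Of their tested genes, 67 of 69, 6 of 8 and 5 of 9 were called as higher by edgeR. Among the abundant genes, Krt25 rose from 97.6 to 3728 CPM, Krt71 from 38.6 to 1886 CPM, Krt6a from 182 to 12904 CPM and Top2a from 70.8 to 182 CPM. Skin itself expresses the genes of these lists. A smaller share of muscle and fat would raise the lists of all other tissues alike, but they moved apart. Relative to the sebaceous gland list the cell cycle list rose by 1.61 (0.91 to 1.89 with 1 library left out), the activated keratinocyte list by 4.44 (4.23 to 4.61) and the hair follicle list by 7.41 (6.86 to 8.04), each without overlap (exact permutation p = 0.0286). The sebaceous gland list itself gave no direction, with -0.34 (exact permutation p = 0.943) and 0.31 without LowAhR+AD replicate 1. Library size is argued against, because the hair follicle list rose by 6.86 (6.83 to 6.90 over the draws) in counts thinned to the lowest total. Reads shared between the keratins or keratin-associated genes do not explain the rise either, since the log2 of their summed CPM rose by 7.01, and by 7.66 without LowAhR+AD replicate 1. The summed CPM of the hair follicle list varied within LowAhR from 148 to 33874, while Cont libraries had 70.2 to 1071. As a hypothesis, growing hair follicles may differ between these mice, for example through the phase of the hair cycle, which no test here addresses. The treatment with DNCB stays among the open explanations.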

How the results depend on the processing

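Of the values of single genes under alternatives that kept all libraries, 538 kept their direction and their side of the threshold, 8 lost a call, 9 gained one and 5 changed direction. With 1 library left out these numbers were 534, 14, 6 and 14. Of the values of gene sets, 58 kept both and 14 lost a call, and with 1 library left out 74 kept both, 20 lost a call and 2 changed direction. Where a value changed, the cause was not tested.

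The number of called genes for LowAhR against Cont was 45 with at least 10 counts in every library, 250 in a model of only the 8 libraries, 491 with DESeq2 and 543 with limma voom and sample weights, an alternative chosen after seeing the data. It was 0 to 159 over the fits that each left out 1 library, with 159 without LowAhR replicate 2. The genes behind the smaller of these counts, chosen after their values were seen, were Wfdc18 and Fam167b without Cont replicate 1, Cmc2 without Cont replicate 3 and Mest without LowAhR replicate 3. For LowAhR+AD against LowAhR the number was 765 in a model of only the 8 libraries, which leaves fewer libraries to estimate the spread, and 1128 to 2015 with 1 library left out, more than 1.5 times under the count over all libraries without LowAhR replicates 1, 2 or 3. For LowAhR+AD+BJ against LowAhR+AD it was 17 with DESeq2 and 0 to 1 with 1 library left out. The 1 gene was Atcayos without LowAhR+AD replicate 2 and Apol7a without LowAhR+AD replicate 3, again chosen after their values were seen. The counts for LowAhR+AD against Cont stayed within 1.5 times of the count over all libraries, from 2351 to 4458 over the alternatives.

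Il4ra had a log2 fold change from LowAhR to LowAhR+AD of 1.02 with upper-quartile factors, 1.07 in a model of only the 8 libraries and 0.94 with limma voom, and lost its call in each. Here and below, ranges in parentheses are over the fits that each left out 1 library. Over the fits with 1 library left out it was 0.68 to 1.28 and the call was lost without LowAhR replicates 1, 3 or 4 or LowAhR+AD replicates 2 or 4. Flg2 lost its call in the model of 8 libraries (-2.70) and without LowAhR replicates 1, 2 or 3 or LowAhR+AD replicates 1, 2 or 4 (-4.47 to -2.32). Lor gained a call with limma voom (-2.26) and without LowAhR+AD replicate 3 (-2.93 to -1.19), Ahrr gained one with DESeq2 (-2.46) and without LowAhR+AD replicate 3 (-3.44 to -1.42), and Stat3 gained one without LowAhR replicate 4 (0.42 to 0.89). Il13ra1 gained a call without LowAhR+AD replicate 1, with 0.26 to 0.76 against LowAhR and 0.46 to 0.96 against Cont over the fits. Ahrr against Cont lost its call without LowAhR+AD replicates 2 or 4 (-4.20 to -2.78). Cyp1b1 against LowAhR changed direction without LowAhR replicate 2 (-0.065 to 0.48).

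In LowAhR against Cont, Sprr2h and Sprr2i gained a call with DESeq2 (3.12 and 4.48). Sprr2d changed direction without Cont replicate 2 or LowAhR replicate 3 (-0.61 to 0.071), with limma voom (0.83) and with the replicate block (0.15), Sprr2e without Cont replicate 3 (-6.48 to 0.23), and Sprr2f without Cont replicate 1 or LowAhR replicates 3 or 4 (-0.26 to 0.80) and with limma voom (-0.20). In the same comparison Ivl changed direction without Cont replicate 1 or LowAhR replicate 1 (-0.082 to 0.18), and S100a9 without LowAhR replicate 1 (-6.3e-04 to 0.56). After BJIKT, Lor changed direction with limma voom (0.060) and without LowAhR+AD replicate 3 or LowAhR+AD+BJ replicate 1 (-0.77 to 1.08), Flg2 without LowAhR+AD+BJ replicate 3 (-0.44 to 2.39) and Il4ra without LowAhR+AD replicate 3 (-0.029 to 0.58). None of the directions of these genes after BJIKT was called in any of the fits.

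With fry in place of camera, the call was lost for the SPRR genes in LowAhR+AD against LowAhR (median 4.74) and after BJIKT (0.19), for the S100A genes in LowAhR against Cont (0.75), LowAhR+AD against LowAhR (4.29) and after BJIKT (0.64), and for the CYP genes of Fig. 4E in LowAhR against Cont (-0.45). Without a filter on low counts it was lost for the SPRR genes after BJIKT (0.13), for the S100A genes in LowAhR against Cont (0.75) and LowAhR+AD against LowAhR (4.30), and for all CYP genes outside the CYP1 family in LowAhR against Cont (-0.024) and after BJIKT (0). With 1 library left out, the median of the SPRR genes after BJIKT was -0.21 to 0.72, under 0 without LowAhR+AD replicate 1 (-0.20) or LowAhR+AD+BJ replicate 2 (-0.21), and without the call also when LowAhR+AD+BJ replicates 1 or 4 were left out. The S100A genes had medians of 0.69 to 0.79, 3.61 to 4.67 and 0.24 to 1.32 in LowAhR against Cont, LowAhR+AD against LowAhR and after BJIKT. Their call was lost without Cont replicates 1 or 2 or LowAhR replicates 1 or 2 in the first, without LowAhR replicates 3 or 4 or LowAhR+AD replicates 3 or 4 in the second and without LowAhR+AD replicates 1 or 3 or LowAhR+AD+BJ replicates 1 or 2 in the last. All CYP genes outside the CYP1 family had medians of -0.99 to -0.40 in LowAhR+AD against LowAhR and 0.16 to 0.53 after BJIKT (nearest to 0 in the first without LowAhR replicate 2, farthest from 0 in the second without LowAhR+AD replicate 4), with the call lost without LowAhR replicate 2 or LowAhR+AD replicate 3 and without LowAhR+AD replicates 2 or 3 or LowAhR+AD+BJ replicates 1 or 4.

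The correlation of the response to DNCB with the response to BJIKT was -0.496 with all LowAhR+AD libraries in both changes, where simulated unchanged groups gave -0.252 to -0.217. With 1 library left out, alternatives added after seeing the data, it was -0.228 to -0.100, nearest to 0 without LowAhR+AD+BJ replicate 3. The difference between the CYP1 genes and the other CYP genes after BJIKT, also with alternatives added later, was -0.16 to 0.36 with 1 library left out, and under 0 without LowAhR+AD replicate 3 or LowAhR+AD+BJ replicate 1 (-0.093). The mean of the other CYP genes after BJIKT changed by 0.27 to 0.52 over such fits, least without LowAhR+AD replicate 1.

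With 1 library left out, again added after seeing the data, 398 differences of marker lists kept their direction and stayed within 1 SD, and 18 changed direction. These were the T cell list (-0.26 to 0.30) without Cont replicate 1 in LowAhR against Cont and the cornified envelope list (-1.12 to 0.85) without LowAhR+AD replicate 1 in LowAhR+AD against LowAhR. In LowAhR+AD against Cont they were the sebaceous gland list (-0.62 to 0.31) without LowAhR+AD replicate 1, the cornified envelope list (-0.71 to 1.25) without LowAhR+AD replicates 2 or 3, the macrophage list (-0.60 to 0.51) without LowAhR+AD replicate 1, the type 2 immunity list (-1.05 to 0.030) without LowAhR+AD replicate 1 and the other AhR targets list (-0.10 to 0.26) without Cont replicates 1 or 2 or LowAhR+AD replicates 2 or 4. After BJIKT they were the hair follicle list (-0.34 to 0.84) without LowAhR+AD replicate 1, the adipocyte list (-0.14 to 0.71) without LowAhR+AD replicate 1, the cell cycle list (-0.075 to 0.20) without LowAhR+AD replicate 3 or LowAhR+AD+BJ replicates 2 or 4, the cornified envelope list (-0.14 to 1.84) without LowAhR+AD replicate 1 and the neutrophil list (-0.21 to 0.79) without LowAhR+AD replicate 1. This last fit held 7 neutrophil genes, against 6 over all libraries, so the change of direction cannot be assigned to the library alone. In LowAhR against Cont, the neutrophil difference of 0.74 lay above all fits with 1 library left out (0.30 to 0.64).

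The groups share replicate numbers. In the 24 comparisons of same-numbered libraries of different groups, the correlation of their deviations from the group means ranged from -0.0547 to 0.167 and was over 0.1 in 3, so the numbers do not pair the samples. With the replicate number as a block (replicate block), Il4ra from LowAhR to LowAhR+AD had a log2 fold change of 0.99 and Lor after BJIKT of 0.070. The medians were 0.45 for the SPRR genes after BJIKT, and -0.92 and 0.36 for all CYP genes outside the CYP1 family in LowAhR+AD against LowAhR and after BJIKT. The calls of Il4ra and of these medians were not made with the block, and it changed no other call of the main comparisons.

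DESeq2 gave no adjusted p for Flg2 in all 4 comparisons and for Dab1 in LowAhR+AD against LowAhR. For the changes of 2-fold the simulations recovered few genes at this number of mice, so that changes of that size can be missed in every comparison.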

Differences from the paper's values

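The paper gives no values of these genes in its text, so group means were read by eye from the bars of its figures, on the assumption that the axes are log2 normalized counts, as the text of the paper gives no unit. Differences between them were compared with differences in mean log2 CPM. Of 30 differences read, 15 were counted as different from those computed here in size or sign, and 3 had the other sign. For Ahrr in LowAhR+AD against LowAhR and Ivl after BJIKT, the gap was smaller than the SD pooled over both groups. That SD was 1.51 and 1.08 in log2 CPM. Unless a setting is named, none of the alternatives set before the data were examined closed the gap.

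For Il13ra1 the paper's difference was about 1.1 in Fig. 3C, read by eye, against 0.32 here in LowAhR+AD against LowAhR. Against Cont it was about 1.5 in Fig. 3C, read by eye, against 0.52 here, and after BJIKT it was about -0.4 in Fig. 3C, read by eye, against 0.59 here. For Il4ra after BJIKT the paper's difference was about -0.7 in Fig. 3C, read by eye, against 0.29 here. For Stat3 it was about 1.8 in Fig. 3C, read by eye, against 0.64 here in LowAhR+AD against LowAhR. In LowAhR+AD against Cont it was about 2.4 in Fig. 3C, read by eye, against 0.48 here, and after BJIKT it was about -0.9 in Fig. 3C, read by eye, against -0.51 here. For Lor in LowAhR against Cont the paper's difference was about -2.1 in Fig. 3D, read by eye, against -1.12 here, and after BJIKT it was about 2.1 in Fig. 3D, read by eye, against 0.060 here. For Flg2 these were about -1.2 in Fig. 3D, read by eye, against -0.62 here, and about 3.1 in Fig. 3D, read by eye, against 1.04 here. For Ivl in LowAhR against Cont the paper's difference was about -0.2 in Fig. 3D, read by eye, against 0.080 here, and the value here was -0.022 without Cont replicate 1 and -0.065 without LowAhR replicate 1, where it no longer differed. After BJIKT it was about 1.8 in Fig. 3D, read by eye, against 0.97 here, and the value here was 1.35 without LowAhR+AD replicate 3 and 1.23 without LowAhR+AD+BJ replicate 1, where it no longer differed. For Ahrr in LowAhR+AD against LowAhR the paper's difference was about -1.1 in Fig. 4B, read by eye, against -2.51 here. For Cyp1a1 in LowAhR against Cont it was about -1.7 in Fig. 4C, read by eye, against -1.17 here, and the value here was -1.32 without Cont replicate 1, -1.24 without Cont replicate 3, -1.23 without Cont replicate 4, -1.25 without LowAhR replicate 1 and -1.27 without LowAhR replicate 3, where it no longer differed. The other alternatives set before the data were examined did not close the gap of Ivl or Cyp1a1.

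The paper proposes that BJIKT lowered the expression of the IL-4 and IL-13 receptor chains and of Stat3. Here Il4ra and Il13ra1 had log2 fold changes of 0.18 and 0.44 and Stat3 of -0.48, none of them called by edgeR. Il13ra1 and Stat3 were not called as higher in LowAhR+AD than in LowAhR, except Il13ra1 without LowAhR+AD replicate 1 (0.76, and 0.96 against Cont) and Stat3 without LowAhR replicate 4 (0.89).

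The paper states a significant rise of Lor, Ivl and Flg2 after BJIKT, and of Ahr. The log2 fold changes here were -0.33, 0.66, 0.61 and 0.45, and none of the settings run called any of them. The paper describes Ivl as lower in LowAhR, where it was 0.087 here.

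The paper states that SPRR and S100A genes rose significantly in LowAhR. Here 0 of the tested SPRR genes and 0 of the S100A genes were called over all tested genes by edgeR, while S100a8 and S100a10 were called in a model of only the 8 libraries (adjusted p = 0.0373 and 0.0384 from edgeR), and S100a10 with DESeq2 (adjusted p = 0.0315). Sprr2h and Sprr2i were also called with DESeq2 (adjusted p = 0.0313 and 0.00790). Over the alternatives that kept all libraries of the groups compared the adjusted p from edgeR, limma or DESeq2 reached 0.595 for S100a8, 0.187 for S100a10, 0.614 for Sprr2h and 0.477 for Sprr2i. The paper states that BJIKT suppressed these genes. Of the 10 tested genes of Fig. 3E, 4 had the direction of the heat map after BJIKT. Of these, Sprr2d (log2 fold change -0.010) and Sprr2i were lower in both, while Sprr2f and Sprr2h were higher in both, against a suppression. The other 6 had the other direction, higher here, which were Sprr2e, Sprr2g, Sprr1b, S100a8, S100a9 and S100a10. Directions of the SPRR genes depended on single libraries, with 5 higher and 2 lower over all libraries. They were 1 higher and 6 lower without LowAhR+AD replicate 1, and 2 and 5 without LowAhR+AD+BJ replicate 2. Without LowAhR+AD+BJ replicate 1 they were 6 higher and 1 lower. All 3 S100A genes stayed higher in these fits. In LowAhR+AD against LowAhR 1 gene, S100a10, had the other direction. In Fig. 4E, all tested genes with a colour that could be read had the direction of the heat map.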

Other observations

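The tests of lists that move apart, of muscle, of the list of other AhR targets, of the panels of Fig. 3C and of a single library behind the correlation were chosen only after the result was seen.

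The number of called genes was compared with that of all 35 splits of the 8 libraries into 4 and 4. For LowAhR+AD against LowAhR and for LowAhR+AD against Cont, 1 and 1 of the 35 splits, the real one in each case, gave as many genes, and the highest other counts were 85 and 102. For LowAhR against Cont and LowAhR+AD+BJ against LowAhR+AD, with 0 called genes each, 35 and 35 splits gave as many, and other splits gave up to 80 and 25. At an unadjusted p under 0.05 from edgeR, LowAhR against Cont had 2031 genes, which 1 split reached, and the next highest split had 1084. LowAhR+AD+BJ against LowAhR+AD had 1405 genes, again reached by 1 split, but another split came to 1403. In a model of only its 8 libraries, LowAhR against Cont had 250 called genes, reached by 1 split, with 53 in the next. The groups did not overlap in 1681 genes (11.3% of those tested) for LowAhR against Cont, 2788 (18.8%) for LowAhR+AD against LowAhR, 3670 (24.7%) for LowAhR+AD against Cont and 754 (5.08%) for LowAhR+AD+BJ against LowAhR+AD, where chance gives a share of 0.0286.

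Library totals were higher in the groups treated with DNCB. In counts thinned to the lowest total, 7080508, a mean of 1888 genes were called for LowAhR+AD against LowAhR and 3236 for LowAhR+AD against Cont over 5 draws, so the difference in totals does not account for these counts. The totals overlapped for LowAhR against Cont and for LowAhR+AD+BJ against LowAhR+AD, with ratios of the median totals of 1.04 and 0.885. Skin pieces could differ in muscle, hair follicle or fat. A first test left the genes of these tissues out of the library sizes, and 98.2% of the other called genes for LowAhR+AD against LowAhR and 99.2% for LowAhR+AD against Cont were called again, which speaks only of the normalization. If only the shares of these tissues changed, lists of other cells would move alike. The activated keratinocyte list without its keratins (4 genes) changed by 2.22 and 2.47 in the same comparisons (exact permutation p = 0.114 and 0.0857). The T cell list changed by -2.07 and -1.92 (exact permutation p = 0.0286 and 0.0571), from a low level in LowAhR+AD (mean log2 CPM -0.57). The gaps between the lists were 4.29 and 4.39 (exact permutation p = 0.0286 each, and 3.85 to 5.00 over both with 1 library left out). By these gaps, different amounts of muscle, hair follicle or fat are argued against as the whole cause. A response to DNCB is then a hypothesis for these counts, found and tested on the same libraries. For LowAhR against Cont the adipocyte list differed by 1.34. For LowAhR+AD+BJ against LowAhR+AD the muscle list differed by 1.23, and by 0.57 without LowAhR+AD replicate 3. With 0 called genes, no test separated the content of the pieces from the treatment in these comparisons.

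From LowAhR to LowAhR+AD the skeletal muscle list fell by 2.93 in mean log2 CPM without overlap (exact permutation p = 0.0286, 0.124 adjusted over all lists and comparisons, the lowest adjusted value of any list), and 16 of 16 tested genes were called as lower by edgeR. Acta1 went from 3334 to 756 CPM and Tnnc2 from 3412 to 396 CPM. Less muscle in the skin pieces, for example where a thickened skin takes a larger share, may explain this, and it cannot be told apart from lower expression in the muscle, because all genes of the list fell and the text of the paper gives no tissue content of the pieces.

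The other marker lists were compared in LowAhR against Cont, LowAhR+AD against LowAhR and LowAhR+AD+BJ against LowAhR+AD, in that order, as differences in mean log2 CPM. They were 0.37, -0.71 and 0.93 for the sebaceous gland list (8 genes tested), 0.41, -0.25 and 0.98 for the cornified envelope list (29 genes, among them Lor, Ivl and Flg2 of the study), 0.74, 1.22 and 0.35 for the neutrophil list (6 genes) and 0.14, -2.07 and 0.89 for the T cell list (7 genes). For type 2 immunity they were 0.39, -1.1 and 1.01 (12 genes), for the other AhR targets -0.4, 0.44 and 0.35 (7 genes) and for the sex-linked genes -0.4, -0.39 and 0.39 (5 genes). Of the lists described above, the hair follicle list differed by 3.84, 3.24 and 0.49, the skeletal muscle list in LowAhR against Cont by 0.52, the activated keratinocyte list by 0.28, 3.83 and 0.69 and the cell cycle list by -0.13, 1.40 and 0.038. The adipocyte list fell by 2.4 from LowAhR to LowAhR+AD and differed by 0.41 after BJIKT, and the macrophage list differed by -1.05 and 0.89. Several of these values rest on LowAhR+AD replicate 1. Without it, in fits added after seeing the data, the differences in LowAhR+AD against LowAhR and after BJIKT were 0.85 and -0.14 for the cornified envelope list, -0.051 and 0.26 for the sebaceous gland list, -0.30 and 0.14 for the macrophage list, -0.35 and 0.25 for type 2 immunity, 1.77 and -0.21 for the neutrophil list, -1.80 and 0.62 for the T cell list, -1.86 and -0.14 for the adipocyte list, 0.67 and 0.10 for the other AhR targets and -0.11 and 0.10 for the sex-linked genes. After BJIKT they were -0.34 for the hair follicle list and 0.063 for the activated keratinocyte list. The neutrophil value of -0.21 came from 7 genes. Other libraries moved other values. Without LowAhR replicate 2 the hair follicle list differed by 1.73 in LowAhR+AD against LowAhR. In LowAhR against Cont, type 2 immunity was at 0.075 without Cont replicate 1 and the activated keratinocyte list at 0.023 without Cont replicate 2. There the other AhR targets were at -0.23 without LowAhR replicate 3, and the neutrophil list at 0.30 to 0.64 with 1 library left out. After BJIKT 0 genes of any list were called, and the groups overlapped in every list. Skin itself holds all of these cells, and no gene is in more than 1 list. Cd3d went from 8.55 to 1.58 CPM from LowAhR to LowAhR+AD.

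Cyp1a1 was lower in LowAhR than in Cont. Lower transcription of AhR targets in general is a candidate explanation, and a list of 10 other AhR targets, 7 of them tested, gave a camera p of 0.132 over all genes (0.263 adjusted over the comparisons from limma, 0.234 with fry). Their median log2 fold change was -0.45, 6 of 7 were lower and 0 were called, so the explanation stays open. In LowAhR+AD the median was 1.01 against LowAhR, with 5 higher and 2 called, and 0.53 against Cont, with 4 higher and 2 called. In each case 1 called gene, Lrat, was higher and the other, Aldh3a1, lower. After BJIKT the median was 0.4, with 5 higher and 0 called (adjusted p = 0.263 from limma's camera and 0.134 from fry). From Cont to LowAhR, the mean of Cyp1a1 and Cyp1b1 changed by -0.86 and that of the other tested CYP genes by -0.53 (exact permutation p = 0.0286 each), and the difference between them was not larger than the spread (exact permutation p = 0.429).

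The group means of the Il4ra panel of Fig. 3C, read by eye, differed from the mean log2 CPM of Il4ra by 0.755 on average over the groups, and from that of Stat3 by 0.0956. Those of the Stat3 panel differed by 0.670 from Stat3 and by 0.370 from Il4ra. This is consistent with an exchange of these panels. However, the Il13ra1 panel also lay nearer Il4ra (0.213) than Il13ra1 (0.297), and the values were read by eye as log2 normalized counts, a unit that the text of the paper does not give, so it remains a hypothesis.

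Of the 1876 genes called from LowAhR to LowAhR+AD, 1539 (a share of 82.04%) had the other direction after BJIKT, 447 of them at an unadjusted p under 0.05 from edgeR. As both changes share the LowAhR+AD libraries, such a share lies above its chance value without any effect. With disjoint libraries the correlation across genes could still rest on a single library, but without LowAhR+AD replicate 1 it was -0.115, outside the range of simulated unchanged groups. Real mice differ more than simulated libraries, and the share of exchanged libraries with a correlation as low was 0.0714, so a partial return of the response to DNCB after BJIKT remains a hypothesis.

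Apol7a, singled out after its values were seen, had 5 counts in LowAhR+AD replicate 3 and 0 in the other libraries of its group, 14 to 36 counts in LowAhR+AD+BJ and 75 to 109 in LowAhR. Its log2 fold change after BJIKT was 4.34 (standard error 0.82, adjusted p = 0.193 from edgeR) without overlap between the groups (exact permutation p = 0.0286). The adjusted p ranged from 2.86e-04 with DESeq2 to 0.693 over the alternatives that kept all libraries of the groups compared, and was 0.00881 from edgeR without LowAhR+AD replicate 3, where all LowAhR+AD libraries had no count and the fitted value depends on the prior count. No biological explanation was tested.

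The row of Ahr was the last of the 23282 rows of each table, while 40 of the 22059 rows matched to the RefSeq table of GRCm38.p6, that of Ahr among them, had no neighbouring row of their own chromosome.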
